# Shared and Unique Features Distinguishing Follicular T Helper and Regulatory Cells of Peripheral Lymph Node and Peyer’s Patches

**DOI:** 10.3389/fimmu.2018.00714

**Published:** 2018-04-09

**Authors:** Hristo Georgiev, Inga Ravens, Georgia Papadogianni, Stephan Halle, Bernard Malissen, Gabriela G. Loots, Reinhold Förster, Günter Bernhardt

**Keywords:** follicular helper T cells, follicular regulatory T cells, lymph node, Peyer’s patch, transcriptome, germinal center

## Abstract

Follicular helper (TFH) and regulatory (TFR) cells are critical players in managing germinal center (GC) reactions that accomplish effective humoral immune responses. Transcriptome analyses were done comparing gene regulation of TFH and TFR cells isolated from Peyer’s Patches (PP) and immunized peripheral lymph nodes (pLNs) revealing many regulatory patterns common to all follicular cells. However, in contrast to TFH cells, the upregulation or downregulation of many genes was attenuated substantially in pLN TFR cells when compared to those of PP. Additionally, PP but not pLN TFR cells were largely unresponsive to IL2 and expressed *Il4* as well as *Il21*. Together with fundamental differences in gene expression that were found between cells of both compartments this emphasizes specific adaptations of follicular T cell functions to their micro-milieu. Moreover, although GL7 expression distinguishes matured follicular T cells, GL7^+^ as well as GL7^−^ cells are present in the GC.

## Introduction

In the course of an adaptive immune response, some of the antigen primed CD4 T cells differentiate into follicular helper T (TFH) cells (1). This occurs in a stepwise process (2). Already at the initial contact of a cognate CD4 T cell with an antigen presenting dendritic cell (DC) a first commitment toward TFH differentiation is made as reflected by an early upregulation of key genes of this pathway, such as Bcl6 (3, 4), Ascl2 (5), ICOS (6, 7), PD1 (8), or BATF/c-Maf (9). This is accompanied by the downregulation of CCR7 expression and a concomitant upregulation of CXCR5 guiding the Bcl6^int^PD1^int^ preTFH cells to the T/B border area (2), where they can contact antigen activated B cells. Proper signals received by the cognate B cells then trigger further upregulation of markers, such as BCL6, PD1, ICOS, and CXCR5 completing the TFH cell differentiation program that ultimately leads to the migration of the TFH cells into the B cell follicle and the founding of a germinal center (GC). In contrast, inadequately stimulated preTFH cells could assist B cells fostering an early antibody response whereas cells that failed to come into contact with antigen may develop into TH2 cells (10). Fully matured TFH cells are defined as Bcl6^hi^PD1^hi^ICOS^hi^CXCR5^hi^CCR7^lo^ cells but a wealth of other markers may be included that where shown to be down or upregulated in TFH cells such as KLF2 (11), IL4 (10), or IL21 (12). The final differentiation into GC TFH cells is flexible: the cells may revert to a more immature stage becoming memory cells (13) that can circulate in blood and may give rise to effector helper T and TFH cells in the course of a recall response (14, 15). Moreover, GC TFH cells are not restricted to their GC but can travel to neighboring GC inside the secondary lymphoid organ (16).

The GC reaction is a highly dynamic process and must be tightly controlled in order to prevent the exuberant production of antibodies and autoimmunity. In part, this is accomplished by follicular regulatory T (TFR) cells (17, 18). TFR cells develop from natural regulatory T (Treg) cells and possess a TCR repertoire different from that of the TFH cells originating from the same antigenic challenge (19). Yet phenotypically, TFR cells closely resemble TFH cells. To some degree this is dictated by the need to be present at the same location, the GC, as the cells to be controlled, the GC TFH and B cells. Thus, TFR cells were also described as Bcl6^+^PD1^+^CXCR5^hi^CCR7^lo^ cells but in addition express Foxp3, the master transcription factor managing their inhibitory potential. Like TFH cells, memory TFR cells circulate in blood (20).

Peyer’s Patches (PP) differ from peripheral lymph nodes (pLNs) in several aspects (21): PP do not possess afferent lymphatics but receive antigen directly from the lumen of the gut that is rich in commensal bacteria. Gut contents are transported *via* M cells into the PP and taken up by DC residing in the subepithelial dome that process and present antigen to T cells. The continuous exposure of PP cells to bacterial constituents keeps the GC inside PP under constant operation. On the other hand, the intestinal immune compartment is tolerogenic by nature thus preventing unwanted immune reactivity against otherwise harmless antigens (22). Moreover, the main antibody produced by PP derived plasma cells is IgA whereas switch to an IgG class is usually performed by B cells in pLN where GC emerge only on demand. These differences render it likely that TFH and TFR cells of PP might differ from their counterparts in pLN in handling a GC reaction. This is evidenced by the finding that in PP but not pLN Treg cells can develop *via* a TFR stage into TFH cells (23, 24).

Here, we explored the characteristics of pLN and PP derived TFH as well as TFR cells based on analysis and comparison of their transcriptomes. Expectedly, TFR cells resemble TFH cells but in pLN the follicular phenotype as compared to PP TFR cells remains incomplete regarding many genes. The latter not only gradually differed from pLN TFR cell but also fundamentally in several aspects. PP TFR cells produce IL4 and to some extent also IL21. Moreover, in contrast to pLN TFR cells, PP TFR cell cannot propagate in response to IL2 because they lack expression of CD25. We also show that in PP GC follicular T cells are promiscuous with regard to expression of the GL7 epitope disqualifying it as an exclusive marker for GC resident cells.

## Materials and Methods

### Mice

C57BL/6NCrl (B6) mice were originally purchased from Charles River (Strain number: 027) and B6.Cg-Ptprc^a^ Tg(UBC-PA-GFP)1Mnz Ptprc^a^-Pepc^b^/Boy (PA-GFP) mice from Jackson Laboratories (Strain number: 022486). B6.Cg-Foxp3^<tm1Mal>^ (Foxp3) mice were provided by B. Malissen (Aix-Marseille Université, Marseille, France) and B6.Sostdc1^tm1(KOMP)Vlcg^ (Sostdc1^−/−^) mice by G. Loots (Lawrence Livermore National Laboratory, Livermore, USA). All mice were bred at the central animal facility at Hannover Medical School (MHH) under specific pathogen-free conditions. Females and males, 7- to 12-week-old mice were used in all experiments.

### Immunizations

To induce development of GCs and follicular CD4 T cells, mice were immunized subcutaneously (s.c.) into both flanks with 200 µg keyhole limpet hemocyanin (KLH) mixed with Alhydrogel adjuvant 2% (Alum) at 1:1 v:v ratio in 100 µl volume. Post immunization mice were sacrificed at the indicated time points and draining lymph nodes (iLNs) were harvest for further analysis.

### Flow Cytometry and Cell Sorting

Organs were harvested on ice in FACS buffer (PBS/3% FCS) and single-cell suspensions were prepared by meshing through 40-µm cell strainers. Prior staining samples are blocked with 3% rat serum in FACS buffer. All surface stainings were done on ice for 30 min, except for CCR7 that was performed at 37°C for 30 min. Intracellular cytokine stainings were done using the ICS staining buffer set (eBioscience cat# 88-8824-00) and intracellular detection of FOXP3 was performed by using a FOXP3 staining buffer set (eBioscience cat# 00-5523-00), following the protocol provided by the manufacturer. The complete list of all antibodies used in this study is: anti-mouse CD19 (clone 6D5), anti-mouse CD4 (clone RM4-5), anti-mouse IFN-γ (clone XMG1.2), anti-mouse IL-17A (clone TC11-18H10.1), anti-mouse CD8α (clone 53-6.7), anti-human/mouse CD49f (clone GoH3), anti-mouse CD196 (CCR6) (clone 29-2L17), anti-mouse Syndecan-1 (CD138) (clone 281-2), anti-mouse CD3 (clone 17A2), IgG1, κ Isotype Ctrl Antibody (clone RTK2071), IgG2a, κ Isotype Ctrl Antibody (clone RTK2758), IgG2b, κ Isotype Ctrl Antibody (clone RTK4530), IgG Isotype Ctrl Antibody (clone HTK888) all from BioLegend; anti-human/mouse CD45R (B220) (clone RA3-6B2), anti-mouse CD95 (APO-1/Fas) (clone 15A7), anti-mouse IL10 (clone JES5-16E3), anti-mouse CD279 (PD-1) (clone J43), anti-mouse CD197 (CCR7) (clone 4B12), anti-mouse CD278 (ICOS) (clone 7E.17G9), anti-mouse CD185 (CXCR5) (clone SPRCL5), anti-mouse CD25 (clone PC61.5), anti-human/mouse GL7 (clone GL7), anti-mouse/rat FOXP3 (clone FJK-16s) all from eBioscience; anti-mouse IL-4 (clone 11B11) and anti-mouse T- and B-Cell Activation Antigen (GL7) (clone GL7) from BD Bioscience; anti-rat/mouse CD29 (Itgb1) (clone HMß11) from Miltenyi Biotec. Anti-mouse IgD (clone HB250) was in-house produced. Data were acquired on LSR II (Becton and Dickinson) and analyzed with FlowJo version 10.1r5 (Tree Star). For cell sorting, single-cell suspensions from pooled pLNs or PP were prepared and stained as described above. Cells were sorted into RPMI 1640/10% FCS medium utilizing FACSAria Fusion (Becton Dickinson) or MoFlo XDP (Beckman-Coulter) cell sorters. Cell fractions are pre-gated on singlets and collected as follows: Naïve CD4 T cells (DAPI^−^B220^−^CD4^+^GFP^−^PD1^−^GL7^−^); TFH GL7^−^ (DAPI^−^B220^−^CD4^+^GFP^−^PD1^hi^GL7^−^); TFH GL7^+^ (DAPI^−^B220^−^CD4^+^GFP^−^PD1^hi^GL7^+^); Tregs (DAPI^−^B220^−^CD4^+^GFP^+^PD1^−^GL7^−^); and TFR cells (DAPI^−^B220^−^CD4^+^GFP^+^PD1^hi^GL7^+/−^).

### *In Vitro* Cytokine Production

Organs were harvested in RPMI 1640/10% FCS medium supplemented with 10 µM KN-62. Total cell preparations were plated at density of 5 × 10^6^/ml and incubated at 37°C for 4 h in RPMI 1640/10% FCS medium supplemented with 10 µM KN-62, Ionomycin 1.5 µg/ml (Invitrogen cat# I-24222), PMA 50 ng/ml (Calbiochem cat# 524400) and Brefeldin A 10 µg/ml (Sigma-Aldrich cat# B6542). During this step control cells are kept on ice in FACS buffer. Following incubation samples were processed for intracellular cytokine stainings by flow cytometry as described above.

### *In Vitro* Cell Proliferation Assay

Peyer’s Patches and pLNs (d12 p.i. with KLH + Alum) were harvested in RPMI 1640/10% FCS medium supplemented with 10-μM KN-62. Single-cell suspensions were prepared and TFH, TFR, and Treg cells were sorted according to the gating strategy depicted in Figures S1A,B in Supplementary Material. Sorted cells were labeled with Cell Proliferation Dye eFluor^®^ 670 (eBioscience cat# 65-0840-90) following the guidance provided from the manufacturer. Following labeling cells were plated in RPMI 1640/10% FCS medium supplemented with recombinant IL2 100U/l at a density of 5 × 10^5^/ml into wells that were coated with 1 µg/ml anti-mouse CD3 antibody (clone 17A2). 4 days post plating, cells were analyzed with the use of flow cytometry for frequencies of proliferated cells.

### Enzyme-Linked Immunosorbent Assay (ELISA)

For analysis of IgA titers in fecal samples, specimens were collected at two different time points from each animal separately. ELISA plates were coated overnight at 4°C with 500 ng goat anti-mouse IgA (BIO-RAD cat# StAR137) in PBSd per well. Weight of stool samples was determined and PBSd was added to obtain 10% w/v suspensions. The suspensions were centrifuged and supernatant dilutions (as indicated in Figure 7E) were added to the plates and incubated for 1 h at 37°C. For detection of IgA levels, the following secondary antibodies were used: goat anti-mouse kappa light chain antibody HRP conjugated (Merck Millipore cat# AP200P) and goat anti-mouse lambda light chain antibody HRP conjugated (Bethyl cat# A90-121P).

### Isolation of RNA and Microarray Assay

Naïve CD4 T cells, Tregs, TFH, and TFR cells were FACS sorted from pooled PP or pLNs from 8 to 15 mice at day 12 or day 25 post s.c. immunization with KLH + Alum. Following sorting RNA was isolated using the RNeasy Plus Micro Kit (Qiagen).

The Microarray study has been performed by use of refined versions of the Whole Mouse Genome Oligo Microarray 4x44K v2 (Design ID 026655, Agilent Technologies), called “026655AsQuadruplicatesOn4x180K” (Design ID 048306) or “048306On1M_V3” (Design ID 084107). Both Microarray designs are developed by the Research Core Unit Genomics of Hannover Medical School. Microarrays of these design types cover roughly 32,000 murine transcripts. Microarray designs were defined at Agilent’s eArray portal using a 4x180K, or a 1 M design format for mRNA expression as template. All non-control probes of design ID 026655 have been selected to be printed four times onto one area covering 180K probes (yielding in on-chip quadruplicate Features). Control probes required for proper Feature Extraction software operation were determined and placed automatically by eArray using recommended default settings.

25–40 ng of total RNA were used to prepare aminoallyl-UTP-modified (aaUTP) cRNA (Amino Allyl MessageAmp™ II Kit; #AM1753; Life Technologies) as directed by the company (applying one-round of amplification), except that reaction volumes were halved. The labeling of aaUTP-cRNA was performed by use of Alexa Fluor 555 Reactive Dye (#A32756; LifeTechnologies). Prior to the reverse transcription reaction, 1 µl of a 1:100,000 dilution of Agilent’s “One-Color spike-in Kit stock solution” (#5188-5282, Agilent Technologies) was added to a subset of total RNA sample.

cRNA fragmentation, hybridization and washing steps were carried-out as recommended in the “One-Color Microarray-Based Gene Expression Analysis Protocol V5.7,” except that 250–300 ng of each fluorescently labeled cRNA population were used for hybridization.

Slides were scanned on the Agilent Micro Array Scanner G2565CA (pixel resolution 3 µm, bit depth 20). Data extraction was performed with the “Feature Extraction Software V10.7.3.1” using the extraction protocol file “GE1_107_Sep09.xml.”

Measurements of on-chip replicates (quadruplicates) were averaged using the geometric mean of processed intensity values of the green channel, “gProcessedSignal” (gPS) to retrieve one resulting value per probe and sample. Single Features were excluded from averaging, if they (i) were manually flagged, (ii) were identified as Outliers by the Feature Extraction Software, (iii) lay outside the interval of “1.42 × interquartile range” regarding the gPS distribution of the respective on-chip replicate population, or (iv) showed a coefficient of variation of pixel intensities per Feature that exceeded 0.5.

Averaged gPS values were normalized by quantile normalization first, followed by global linear scaling. For this latter approach, all gPS values of one sample were multiplied by an array-specific scaling factor. This factor was calculated by dividing a “reference 75th Percentile value” (set as 1,500 for the whole series) by the 75th Percentile value of the particular Microarray to be normalized (“Array I” in the formula shown below). Accordingly, normalized gPS values for all samples (microarray data sets) were calculated by the following formula:

$$\begin{array}{l} \text{normalized gPSArray }i=\text{gPSArray }i\;\\ \times \;\left(\text{1,5}00/\text{75th PercentileArray i}\right). \end{array}$$

A lower intensity threshold (surrogate value) was defined based on intensity distribution of negative control features. This value was fixed to 20. All of those normalized gPS values that fell below this intensity border were substituted by the respective surrogate value of 20.

### Data Availability

RNA data have been deposited in the National Center for Biotechnology Information GEO database (https://www.ncbi.nlm.nih.gov/geo) under the GEO accession number GSE106593.

### Two-Photon Photoactivation and Epifluorescence Microscopy

For *in situ* photoactivation, B6.Cg-Ptprc^a^ Tg(UBC-PA-GFP)1Mnz Ptprc^a^-Pepc^b^/Boy (PA-GFP) mice were sacrificed, PP were explanted and immobilized serosal side facing upwards on a plastic Petri dish using tissue adhesive glue (Surgibond). In total, 7 PP per mouse were explanted: three were kept on ice in FACS buffer as controls four were used for photoactivation of a small region in GCs or in the interfollicular region.

A 2-photon laser tuned to 825 nm (with low energy intensity) was used to localize the GC. Beneath the serosal collagen, a layer of autofluorescent macrophages outlines the outer part of the GC as illustrated in Figures 6B,C. Starting directly under the autofluorescent macrophage layer, cuboids with the dimension of 100–200 µm and 40 µm in depth were treated with the 2-photon laser at 825 nm (with high energy intensity). In every PP, three B cell follicles were photoactivated. The size of each cuboid was matched to the size of the follicle, GC orientation and proximity to vessels (Figures 6B,C). For the two-photon treatment of the interfollicular region, a cube with the dimension of 100 µm × 100 µm × 40 µm was converted in the area between two B cell follicles (Figures 6B,C). The treated samples were imaged using a Leica epifluorescence microscope to validate positioning of the treated regions. Finally, single-cell suspensions were prepared from each PP and flow cytometry analysis was performed (Figure 6D).

### Bioinformatics and Statistical Analysis

The heat maps and the PCA analysis shown in Figure 2 were generated by Qlucore Omics Explorer software tool from the normalized gPS values for selected genes. The *n* values equal 4–7 animals per group in Figures 1A–D, 3A,D, 4, 5B, and 7C–F, and three animals in Figures 6C–F. In Figures 6E,F, each dot represents single PP. For the transcriptome analysis (Figures 1E, 2, 3B,C, 5A, 6A, and 7A,B; Figures S1C, S2, and S4 in Supplementary Material), each cell fraction (where *n* = cell fraction) is sorted from pooled organs harvest from 7 to 8 mice (*n* = 2 in PP and day 25, and *n* = 3 in day 12). All animals in this study were analyzed at the age of 8–14 weeks old. Mean values of each group are shown in all figures and error bars represent ± SD. All statistical analyses were performed with GraphPad Prism 4. One-way ANOVA followed by Tukey’s *post hoc* analyses were performed in Figures 1E, 3B,C, 5A, and 7A,B; Figures S1C, S2 and S4 in Supplementary Material. Unpaired two-tailed *t*-test was done in Figures 6A and 7D–F and paired two-tailed *t*-test was done in Figure 6F as indicated in the legends of the figures.

**Figure 1:**
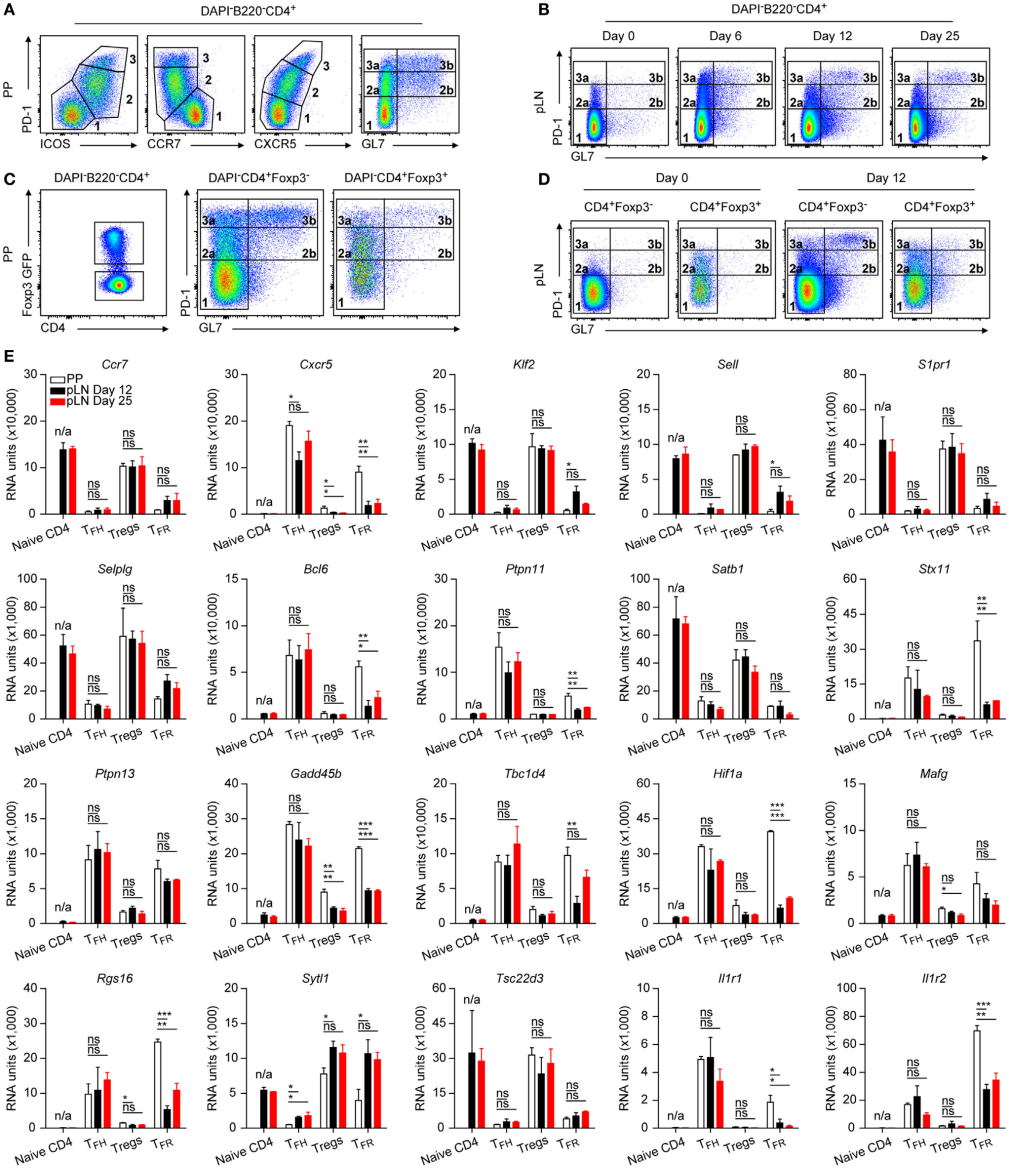
Characterization of follicular CD4 T cells. **(A–D)** Flow cytometry profiles of different T_FH_ cell markers as indicated expressed on CD4 T cells from Peyer’s Patches (PP) and peripheral lymph node (pLN) 6, 12, or 25 days p.i. with KLH + Alum. Data are representative of at least two independent experiments with three animals per time point. **(E)** Microarray evaluation of mRNA expression levels of selected genes. For sorts, material from 8 to 15 mice was pooled in each case before RNA was isolated and processed. Data source [and Gene Expression Omnibus (GEO) accession number] as described in the text and in Section “Materials and Methods.” RU represents relative expression strength. Shown are mean ± SD (*n* = 2 in PP and d25, and *n* = 3 in d12). Data in **(A,B)** are from B6 mice and in **(C–E)** from Foxp3 mice. One-way ANOVA followed by Tukey’s *post hoc* analysis was performed in **(E)**. N/A: not applicable, ns: not significant (*p* > 0.05), *p < 0.05, **p < 0.01, and ***p < 0.001.

**Figure 2:**
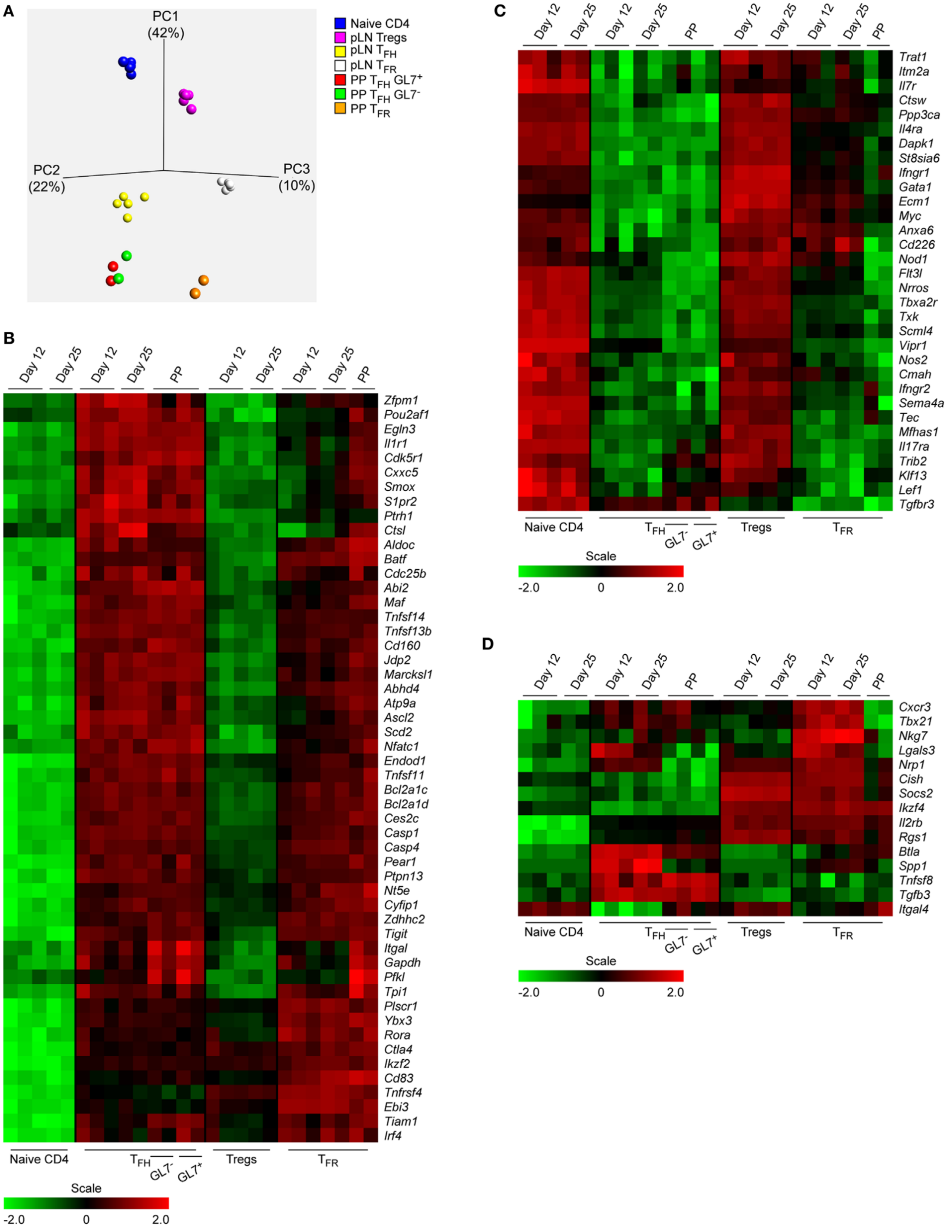
Expression patterns of CD4 T cell subsets from Peyer’s Patches (PP) and immunized peripheral lymph node (pLN). **(A)** A PCA analysis was done based on the expression of 8,359 most differentially transcribed genes with *p* < 0.001 and a *q*-value cutoff 0.005 with the *q*-value describing the false discovery rate. Definition of the cell subtypes as described in the text. **(B–D)** Heat maps illustrating regulation of mRNA expression of selected genes listed to the right. Same data source as in Figure 1E.

**Figure 3:**
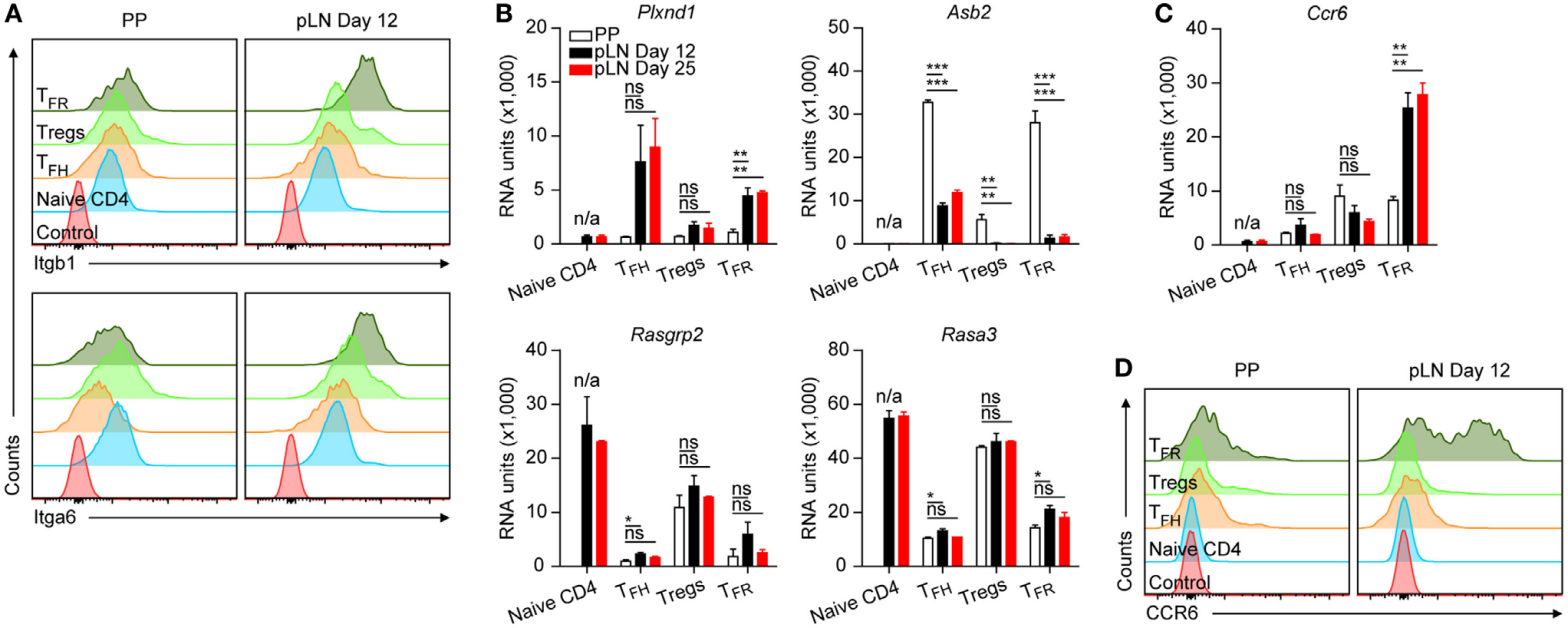
Protein and mRNA levels of selected genes in CD4 T cell subsets. **(A,D)** Surface expression of integrin α6 and β1 as well as CCR6 on the indicated cell types from Peyer’s Patches (PP) and peripheral lymph nodes (pLNs) at d12 p.i. with KLH + Alum. Data are representative of at least two independent experiments with *n* ≥ 2 animals per experiment. **(B,C)** Microarray data for mRNA expression levels of the depicted genes. Same data source as in Figure 1E. Shown are mean ± SD. One-way ANOVA followed by Tukey’s *post hoc* analysis was performed in **(B,C)** N/A: not applicable, ns: not significant (*p* > 0.05), *p < 0.05, **p < 0.01, and ***p < 0.001.

**Figure 4:**
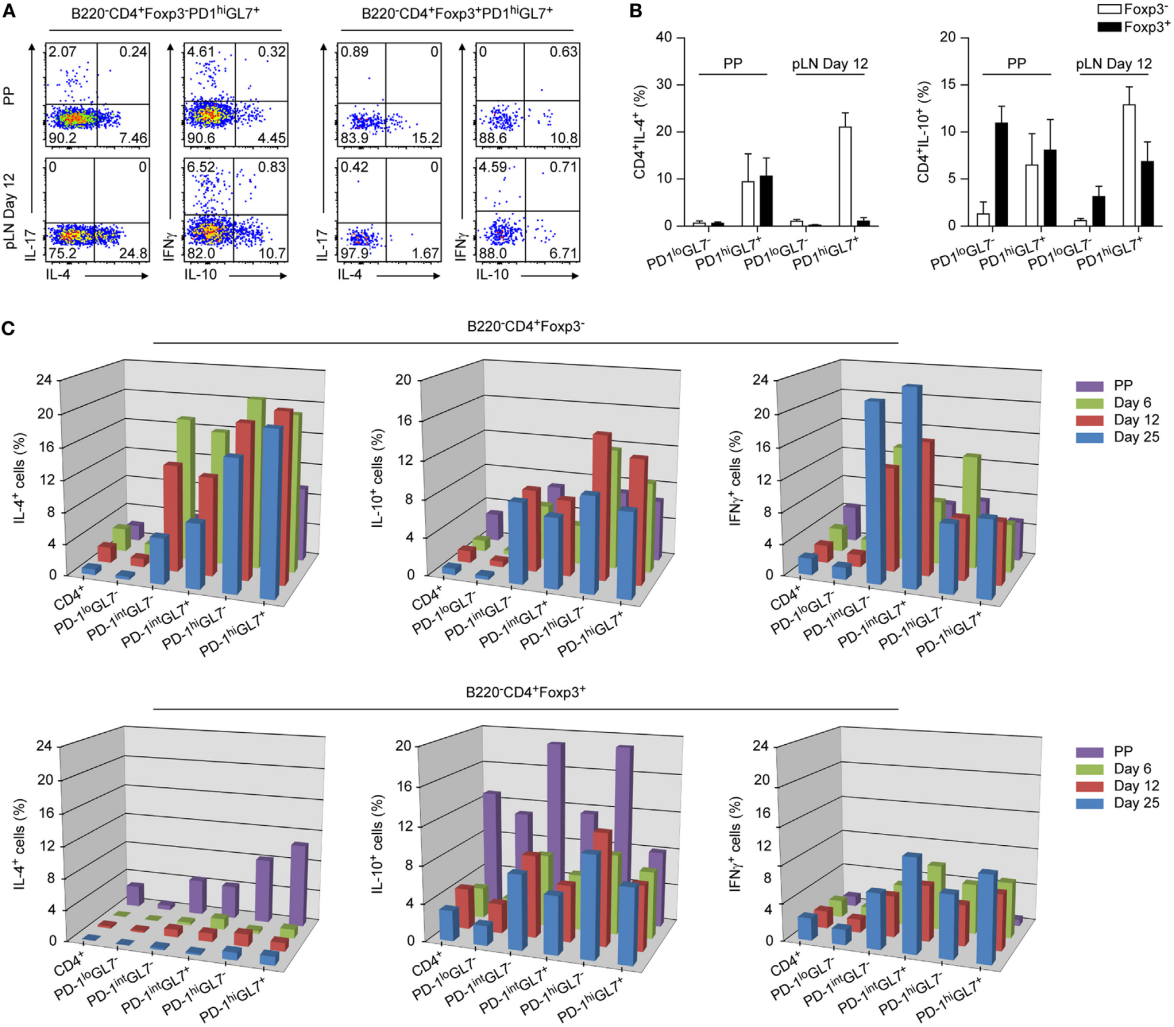
Cytokine profiles of TFH and TFR cells from Peyer’s Patches (PP) and peripheral lymph node (pLN). Total cell preparations from PP and pLNs d6, d12, and d25 p.i. were *in vitro* stimulated with PMA/ionomycin in the presence of Brefeldin A, followed by intracellular detection of the indicated cytokines by flow cytometry. **(A)** Representative plots depicting expression of IL4, IL10, IL17, and IFNγ by TFH and TFR cells of PP or pLN 12 days p.i. as indicated are shown. **(B)** Summary of **(A)** (shown are mean ± SD). **(C)** 3D representation of time kinetics of cytokine production by pLN TFH and TFR cells from d6, d12, and d25 p.i. with KLH + Alum. Data from PP cells are also shown. Frequencies of positive cells are measured *via* intracellular detection of cytokines by flow cytometry as in **(A)**. Data were combined from two independent experiments with two mice per experiment for each time point. Shown are mean values.

**Figure 5:**
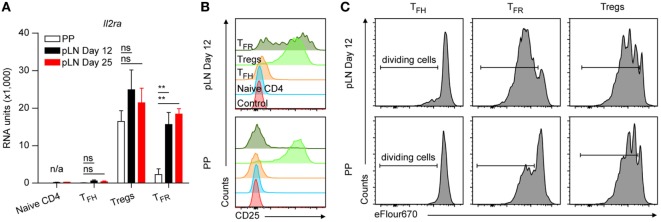
IL2 responsiveness of TFR cells. **(A)** Microarray data for mRNA expression levels of *Il2ra*. Same data source as in Figure 1E. Shown are mean ± SD. **(B)** Expression levels of CD25 on the indicated cell types from Peyer’s Patches (PP) and peripheral lymph nodes (pLNs) d12 p.i. with KLH + Alum. Shown are representative flow cytometry histograms of two independent experiments with *n* = 6. **(C)** Cell proliferation assay of sorted cell types as indicated, labeled with cell proliferation dye and *in vitro* cultured on anti-CD3 coated plates in presence of IL2. Shown are representative flow cytometry plots of two independent experiments with pooled material sorted from eight mice per experiment. One-way ANOVA followed by Tukey’s *post hoc* analysis was performed in **(A)**. N/A: not applicable, ns: not significant (*p* > 0.05) and **p < 0.01.

**Figure 6:**
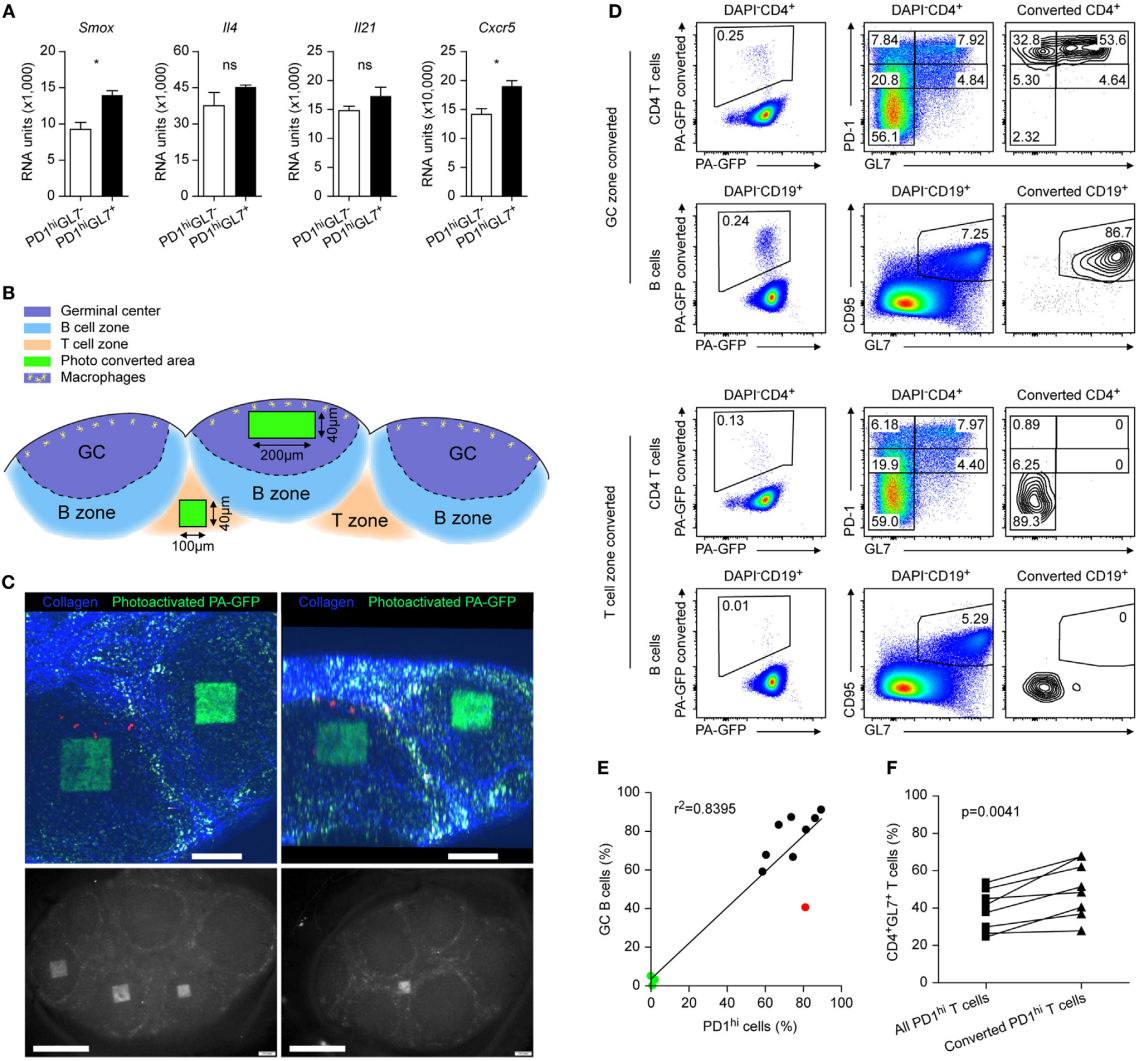
Reviewing GL7 as marker for follicular T cells. **(A)** Microarray data from Peyer’s Patches (PP) for mRNA expression levels of the depicted genes in PD1^hi^GL^−^ (open bars) versus PD1^hi^GL7^+^ (black bars) TFH cells. Same data source as in Figure 1E. Shown are mean ± SD. **(B)** Sketch of the two-photon converted regions. **(C)** Pictures of the converted regions inside the PP germinal center (GC) by two-photon microscopy (upper panels) and by epifluorescence microscopy (GC conversion lower left panel and interfollicular region lower right panel). Scale bar = 200 (upper panels) and 500 µm (lower panels). **(D)** Flow cytometry analysis of the illuminated PP with the converted cells boxed in the left panels. Gating was done as indicated. **(E)** Correlation between frequencies of GC B cells among all converted B cells and the frequencies of PD1^hi^ cells among all converted CD4^+^ cells. Each dot represents a separate PP investigated. Black dots: conversion focused on GC, green dots: conversion focused on interfollicular regions, red dot: excluded from the analysis in **(F)** due to the low frequency of GC B cells. **(F)** Direct comparisons of frequencies of GL7^+^ cells among all PD1^hi^ cells to those located only in converted GC of the same PP. **(C–F)** Data are from three independent experiments (*n* = 3). Unpaired two-tailed *t*-test was performed in **(A)** and paired two-tailed *t*-test was done in **(F)**. ns: not significant (*p* > 0.05) and *p < 0.05.

**Figure 7:**
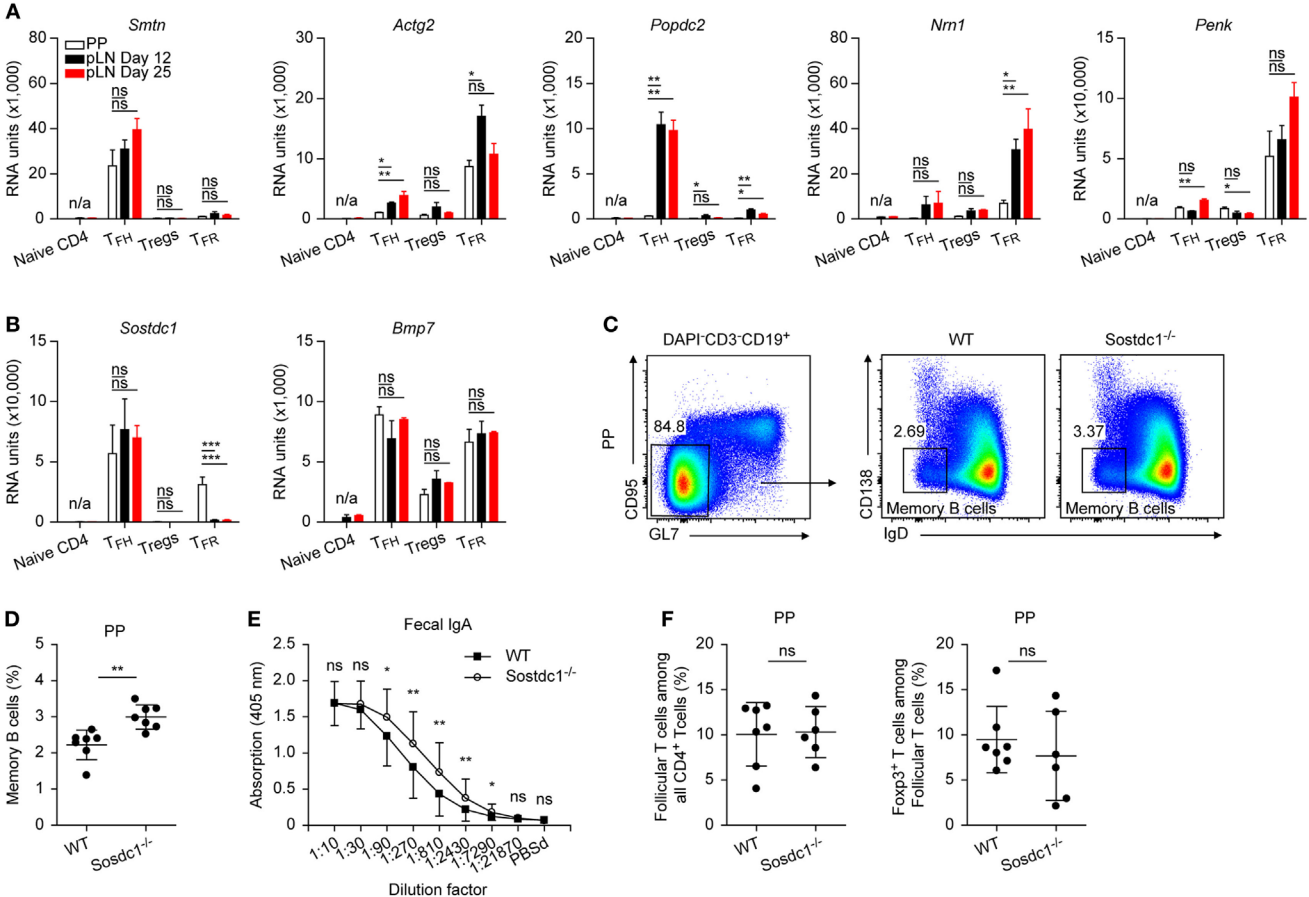
Further genes of interest. **(A,B)** Microarray data for mRNA expression levels of the depicted genes. Same data source as in Figure 1E. **(C)** Gating strategy illustrating definition of memory B cells in Peyer’s Patches (PP). **(D)** Data summary showing frequencies of memory B cells in PP of Sostdc1^+/+^ and Sostdc1^−/−^ mice. Each dot represents one mouse. Shown are mean ± SD. **(E)** Determination of fecal IgA by ELISA, samples were tested in duplicates. Mean ± SD are given for each dilution step. **(F)** Left panel: Frequencies of PD1^hi^ follicular T cells among all CD4^+^ cells in PP of Sostdc1^+/+^ and Sostdc1^−/−^ mice according to the gating criteria shown in Figure 1A. Right panel: Frequencies of TFR cells among follicular cells of PP. Foxp3 was detected by intracellular stain as described in Section “Materials and Methods.” Shown are mean ± SD. One-way ANOVA followed by Tukey’s *post hoc* analysis was performed in **(A,B)** Data from three independent experiments (*n* = 7) were pooled and two-tailed *t*-tests were done in **(D–F)**. N/A: not applicable, ns: not significant (*p* > 0.05), *p < 0.05, **p < 0.01, and ***p < 0.001.

## Results

### Flow Cytometry of Follicular CD4 T Cells in PP and pLN

Gating of CD4 T cells of PP using standard markers PD1 and ICOS or CXCR5 discriminated three distinct populations: PD1^lo^, PD1^int^, and PD1^hi^ (Figure 1A), a pattern highly similar to that found in human tonsils (25). Whereas populations in gates 2 and 3 appeared uniform under these conditions, a stain including the carbohydrate epitope GL7 allowed a further dissection into GL7^−^ (2a, 3a) and GL7^+^ (2b, 3b) subpopulations (Figure 1A). The GL7 epitope was suggested to be present only on TFH cells inside the GC (26) but it is expressed by CD4 T cells already early following immunization at times when GC do not yet exist (27). Therefore, PD1^int^GL7^+^ cells most likely represent preTFH cells whereas the PD1^int^GL7^−^ pool consists of additional cells such as Treg and effector helper cells. In support of this, only few PD1^int^ cells were detectable in the GL7^+^ gate in steady state pLN (Figure 1B, d0) but came into existence upon immunization (≥d6). In general, the very same gating strategy as applied for PP can be used to identify TFH or preTFH cells in immunized pLN of B6 mice (Figure 1B). On d6 post immunization (p.i.), a prominent PD1^hi^GL7^−^ population was formed but diffuse PD1^int/hi^GL7^+^ clusters were also present. At d12, a distinct PD1^hi^GL7^+^ population emerged whereas less PD1^hi^GL7^−^ cells existed. This distribution remained unchanged at d25 but less PD1^int^GL7^+^ cells were present.

A considerable proportion of CD4 T cells consist of Treg cells. Therefore, the strain C57BL/6-Foxp3^EGFP^ (Foxp3 mouse) (28) was used allowing a separate analysis of Foxp3 expressing cells. The PD1/GL7-distribution pattern of PP CD4^+^Foxp3^+^ cells resembled remarkably that of the CD4^+^Foxp3^−^ cells (Figure 1C). Again, PD1^hi^ cells were virtually undetectable in non-immunized pLN (Figure 1D) and also CD4^+^GL7^+^ cells were only rarely observed. However, a small but noticeable fraction of PD1^int^ Treg cells was found representing activated cells (29).

### Transcriptome Analysis of CD4 Follicular T Cells

To elucidate potential differences between follicular T cells in pLN versus PP, transcriptome analyses were done by sorting cells from PP or pLN at d12 and d25 p.i. of Foxp3 mice. A gating strategy applied as shown in Figures 1C,D was used to obtain GFP^−^PD1^lo^GL7^−^ (naïve T), GFP^+^PD1^lo^GL7^−^ (Treg), GFP^−^PD1^hi^GL7^+^ (TFH), and GFP^+^PD1^hi^GL7^+/−^ (TFR) cells, respectively, from immunized pLN. Cells of PP origin were sorted accordingly but instead of naïve T cells, GFP^−^PD1^hi^GL7^−^ cells were isolated. RNA from sorted cells was processed, hybridized on Agilent chips (see Materials and Methods) and the results deposited in the GEO database (accession number: GSE106593). 

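The values given here come from 8 one-color arrays of cells sorted from pLN of mice immunized with KLH and alum, whose Foxp3 expressing cells carry EGFP. Naïve CD4 T, TFH, Treg, and TFR cells were each hybridized once at d12 and once at d25 p.i., so that a cell type has 2 arrays and a cell type at a given day has no replicate. The paper gives n = 3 for d12 and n = 2 for d25. PP cells were not analysed here. The labels give 8 to 15 mice per pool and 25 ng of RNA per array. Each array carries 39429 probes with 4 spots per probe. Per array, 18261 to 19867 probes were well above background, as scored by the feature extraction software. The authors extracted a background-corrected signal (gPS) for every spot, averaged the spots of a probe, normalized by quantiles and scaled the 75th percentile to 1500, with a floor of 20. These steps were repeated here from the extracted spots, including the exclusion of spots by software flags, by 1.42 times the interquartile range, and by a pixel coefficient of variation above 0.5. Between 86.45% and 89.18% of the spots were retained on each array. A gene was represented by its brightest probe, and 15764 of 29924 genes were tested because they were well above background on both arrays of at least 1 cell type. Differences between cell types were estimated on the log2 scale with limma, using a model of cell type and day that leaves 3 residual degrees of freedom. Each difference is therefore the mean over d12 and d25, written as estimate ± standard error (n = 2 arrays of each cell type), and p values are adjusted by Benjamini-Hochberg over all genes tested. An adjusted p below 0.05 is referred to as a call. Levels are normalized gPS in RU. Where a gene was not well above background on both arrays of a cell type, only a lower bound for the fold between the means of both cell types is given, in which the lowest signal well above background of an array replaces any dimmer level. For Rgs16, Popdc2 and Itgb4 in naïve CD4 T cells no level was replaced. Their folds are therefore fitted estimates and not bounds. Chromosomal positions are those of the probes in mouse genome build NCBI37, as listed in the files. All d12 arrays were on 1 slide. The d25 arrays of naïve CD4 T and TFH cells shared a slide, and the d25 arrays of Treg and TFR cells shared another. The comparisons of TFH with naïve CD4 T cells and of TFR with Treg cells thus lie within slides, those of Foxp3+ with Foxp3- cells cross slides at d25, and day cannot be separated from slide. The small number of arrays limits the precision of every estimate.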

The purity of the sorts was usually ≥95% (Figures S1A,B in Supplementary Material) and all PD1^hi^ cells obtained by the applied gating strategy were also CXCR5^+^ (data not shown, see also Figure 1A). 

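Foxp3 (chromosome X, 7172301 to 7172360) had a level of 49262 and 48593 RU in Treg cells and 37266 and 37513 RU in TFR cells at d12 and d25, compared to 358 and 285 RU in naïve CD4 T cells and 66 and 83 RU in TFH cells. The log2 difference between TFR and TFH cells was 8.98 ± 0.17 (adjusted p = 0.000454). Lrrc32 (chromosome 7, 105650282 to 105650341) reached 33687 and 31115 RU in Treg cells and 24757 and 26127 RU in TFR cells, and at most 128 RU on any array of the Foxp3- cells. It differed by 8.45 ± 0.22 (adjusted p = 0.000454) between TFR and TFH cells and by 8.19 ± 0.22 (adjusted p = 0.00069) between Treg and naïve CD4 T cells. Of the 19 alternatives to the processing, background correction by normexp moved the first of these Lrrc32 differences most, to 6.77. Pdcd1 (chromosome 1, 95935064 to 95935123), the gene of the PD1 antigen used for gating, rose from 2136 and 2099 RU in naïve CD4 T cells to 237465 and 303513 RU in TFH cells (6.99 ± 0.15, adjusted p = 8.32e-05) and from 4621 and 4482 RU in Treg cells to 87316 and 116049 RU in TFR cells (4.47 ± 0.15, adjusted p = 0.000372).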

Purity is further illustrated by genes like *Lrrc32* that is expressed specifically by Treg cells (30) (Figure S1C in Supplementary Material). Inversely, expression of *Pde3b*, coding a cyclic nucleotide phosphodiesterase, is low in Foxp3^+^ cells. 

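On the arrays, Pde3b (chromosome 7, 121681370 to 121681429) had 1090 and 1862 RU in Treg cells and 790 and 858 RU in TFR cells at d12 and d25, and between 16152 and 43065 RU in the Foxp3- cells. Treg cells lay below naïve CD4 T cells by a log2 difference of -3.74 ± 0.22 (adjusted p = 0.00195) and TFR cells below TFH cells by -5.22 ± 0.22 (adjusted p = 0.00064). A further fall from Treg to TFR cells was small (-0.79 ± 0.22, adjusted p = 0.0441), and this call did not hold under 9 of the 19 alternatives, where the adjusted p reached 0.205. In TFH cells the level was not called different from naïve CD4 T cells (0.69 ± 0.22, adjusted p = 0.0563).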

Its downregulation is controlled by FoxP3 and essential for Treg cell homeostasis (31). Typical signature genes regulated during differentiation of TFH and TFR cells display the expected pattern (Figure 1E) such as the coordinated switch in the *Ccr7*/*Cxcr5* balance. 

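Ccr7 (chromosome 11, 99005551 to 99005610) dropped from 169668 and 184404 RU in naïve CD4 T cells at d12 and d25 to 5024 and 7926 RU in TFH cells, a log2 difference of -4.81 ± 0.20 (adjusted p = 0.000212). From Treg to TFR cells it dropped from 112945 and 117827 RU to 23523 and 21470 RU (-2.36 ± 0.20, adjusted p = 0.00208). Cxcr5 (chromosome 9, 44320071 to 44320130) moved in the opposite direction, from 1522 and 1400 RU to 182426 and 237465 RU in the Foxp3- cells (7.16 ± 0.23, adjusted p = 0.000144) and from 4384 and 2966 RU to 35322 and 35810 RU in the Foxp3+ cells (3.30 ± 0.23, adjusted p = 0.0013). All 4 calls held under each of the 19 alternatives. TFR cells kept more Ccr7 than TFH cells (1.83 ± 0.20, adjusted p = 0.00578), a call lost when the TFR array of d12 was left out.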

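Klf2 (chromosome 8, 74845137 to 74845196) was at 129986 and 112945 RU in naïve CD4 T cells and at 6877 and 5110 RU in TFH cells at d12 and d25, which corresponds to a log2 difference of -4.35 ± 0.22 (adjusted p = 0.000305). S1pr1 fell by 4.44 (adjusted p = 0.000209) and Selplg fell by 2.84 (adjusted p = 0.000702) on the log2 scale in the same comparison, whereas Bcl6 (chromosome 16, 23965160 to 23965219) rose from 5750 and 6877 RU to 82998 and 112804 RU (3.94 ± 0.15, adjusted p = 0.000185). Every one of these differences had the same direction at d12 and d25, and each call in TFH cells held under all 19 alternatives. Between Treg and TFR cells the differences were -2.43 ± 0.22 (adjusted p = 0.00245) for Klf2, -3.20 ± 0.18 (adjusted p = 0.000838) for S1pr1, and 2.40 ± 0.15 (adjusted p = 0.00104) for Bcl6. Selplg differed by -1.36 ± 0.20 (adjusted p = 0.00781), a call that did not hold under 4 alternatives, the omission of either TFR array among them (adjusted p up to 0.0659).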

Downregulation of *Klf2* that would otherwise induce expression of *Sell* (CD62L), *S1pr1*, as well as *Selplg* (PSGL1) and repress that of *Bcl6* is a key event in the TFH pathway (11). A salient regulation was also observed for genes directly (e.g., *Ptpn11, Satb1, Stx11*) or indirectly (e.g., *Tbc1d4, Hif1a, Mafg*) affecting performance of T cells. 

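In TFH compared to naïve CD4 T cells, Ptpn11 rose by 3.52 ± 0.13 (adjusted p = 0.000176) and Stx11 by 5.57 ± 0.21 (adjusted p = 0.000181) on the log2 scale, while Satb1 changed by -3.34 ± 0.44 (adjusted p = 0.00414). Among the genes acting indirectly, Tbc1d4 rose by 4.36 ± 0.28 (adjusted p = 0.00054), Hif1a by 3.40 ± 0.19 (adjusted p = 0.000382) and Mafg by 3.36 ± 0.12 (adjusted p = 0.000177). In TFR compared to Treg cells the same genes moved in the same direction. The estimates were 1.33 ± 0.13 for Ptpn11, 2.97 ± 0.21 for Stx11, -3.55 ± 0.44 for Satb1, 2.02 ± 0.28 for Tbc1d4, 1.30 ± 0.19 for Hif1a, and 1.64 ± 0.12 for Mafg, with adjusted p values between 0.00133 and 0.00775. In TFR cells the call for Tbc1d4 was lost when either d25 array of Foxp3+ cells was left out (adjusted p up to 0.0533), and the call for Hif1a was lost under 4 of 19 alternatives (up to 0.0813).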

IL17 plays a role in correct positioning of TFH cells in the light zone (32). This is mediated in part by IL17-driven upregulation of *Rgs16*, a regulator of G protein signaling rendering the cell unresponsive to CXCR4 triggered chemotaxis. In accordance with this, expression of *Sytl1* (SLP1) that promotes cell migration *via* the CXCR4/CXCL12 axis was downregulated in TFH cells. However, *Sytl1* was not downregulated in pLN TFR cells and only partially in PP TFR cells. 

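The level of Sytl1 (chromosome 4, 132809016 to 132809075) was 6422 and 5591 RU in naïve CD4 T cells and 1334 and 1408 RU in TFH cells at d12 and d25. The log2 difference was -2.13 ± 0.10 (adjusted p = 0.000265), with the same direction at both days.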

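In pLN, Sytl1 amounted to 11913 and 11146 RU in Treg cells and 10298 and 10123 RU in TFR cells, a difference that was not called (-0.17 ± 0.10, adjusted p = 0.225). The change in Foxp3+ cells differed from the change in Foxp3- cells by 1.95 ± 0.14 (adjusted p = 0.00547) when tested directly.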

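Tsc22d3 (chromosome X, 137074094 to 137074153) decreased from 25866 and 39841 RU in naïve CD4 T cells at d12 and d25 to 1961 and 2996 RU in TFH cells, a log2 difference of -3.73 ± 0.09 (adjusted p = 8.41e-05). In both cell types the level at d25 was above that at d12.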

*Tsc22d3* (GILZ) regulates TH17 cell differentiation (33) and its downregulation might influence development of IL17 producing TFH cells. This may also apply to the role of IL1 that is involved in TH17 differentiation (34). A delicate balance seems to exist regarding sensitivity to IL1 signaling since both, the functional *Il1r1* and the decoy receptor *Il1r2* are upregulated in TFH and TFR cells yet to a diverging extent depending on time and location.

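Il1r1 (chromosome 1, 40372667 to 40372726) was not well above background on any array of naïve CD4 T or Treg cells. In TFH cells it reached 6353 and 4242 RU at d12 and d25, at least 89.0-fold the level of naïve CD4 T cells, and in TFR cells 639 and 163 RU, at least 6.09-fold the level of Treg cells. TFR cells had less Il1r1 than TFH cells (-4.01 ± 0.43, adjusted p = 0.00527). Il1r2 (chromosome 1, 40180014 to 40180073) rose from 197 and 94 RU to 26127 and 12004 RU in the Foxp3- cells (7.03 ± 0.37, adjusted p = 0.000316) and from 2258 and 1566 RU to 38935 and 47121 RU in the Foxp3+ cells (4.51 ± 0.37, adjusted p = 0.00187). Its level in TFR cells was above that in TFH cells on both days, but this difference was not called (1.27 ± 0.37, adjusted p = 0.0702).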

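Between the 4 cell types, 3279 of the 15764 genes tested (20.8%) differed at p below 0.001 and q below 0.005 in limma's moderated F test.
On these genes, the first principal component of the 8 pLN arrays held 67.5% of the variance, the second 24.0% and the third 5.70%.
The first component placed naïve CD4 T cells at -71.21 and -72.53 and Treg cells at -37.33 and -38.82 for d12 and d25, and the follicular arrays between 53.0 and 56.73.
The second separated TFH cells, at 44.7 and 44.0, from TFR cells, at -36.4 and -37.8.
As a distance between arrays, the root mean square log2 difference over the genes tested was used. The d12 and d25 arrays of a cell type lay 0.487 apart on average, compared to 0.717 to 1.391 for arrays of different cell types.
None of the other ways to pair the arrays gave a smaller mean, so that the exact one-sided permutation test over all pairings gave its smallest possible p of 0.00952.
TFH and TFR cells were 0.876 apart at d12 and 0.899 at d25, TFH and naïve CD4 T cells 1.27 and 1.25, and TFR and Treg cells 1.00 and 1.01.
The omission of the d25 TFR array moved the share of the first component most, to 72.0%, and normexp background correction moved the mean distance of the d12 and d25 arrays most, to 0.336.

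**Figure D1:**
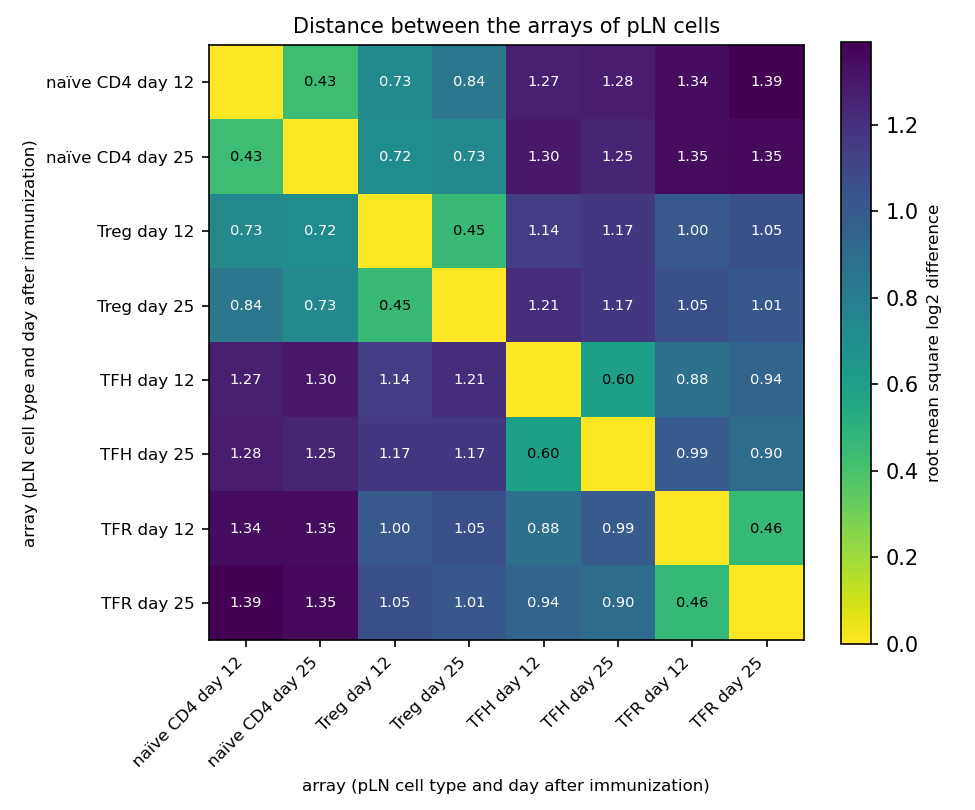
Root mean square log2 difference (color and printed value) between each pair of the 8 pLN arrays over the genes tested, with cell type and day p.i. on both axes. The d12 and d25 arrays of each cell type are 0.432 to 0.603 apart.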

A PCA analysis of the transcriptomes that is based on over 8,000 most diversely transcribed genes illustrates that follicular T cells clearly differ from their progenitors (naïve T and Treg cells) but also indicates that neither TFH cells nor TFR cells of pLN and PP origin cluster together. However, TFH cells of both compartments appear more closely related to each other than the corresponding TFR cells (Figure 2A). The heat maps shown in Figures 2B–D depict genes exerting considerable regulation of their expression during differentiation into follicular T cells. Only exemplary genes were selected where published evidence supports a role in T cell functionality or TFH cell differentiation and/or function. 

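Over all genes tested, 3297 were called higher and 4035 lower in TFH than in naïve CD4 T cells, and 2948 were called higher and 3301 lower in TFR than in Treg cells. A further threshold of at least 1 on the absolute log2 difference lowered the totals from 7332 to 3267 in TFH cells and from 6249 to 2528 in TFR cells. Single arrays mattered as well, since 4312 genes were called in TFH cells without the naïve CD4 T array of d12 (2237 higher and 2075 lower) and 2484 in TFR cells without the TFR array of d25 (1393 higher and 1091 lower), so that more genes were then higher than lower. For the average of both follicular cell types against both progenitors, 4083 genes were called higher and 5228 lower. Of the genes called and well above background on both sides, the largest rises in TFH cells after Sostdc1 were those of Fam43a (7.53 ± 0.14, adjusted p = 8.21e-05), Cxcr5, Il1r2 and Pdcd1, and the largest falls those of Igfbp4 (-6.57 ± 0.16, adjusted p = 8.32e-05), Pdlim4 (-6.42), Gm34006 (-6.25), St8sia6 (-6.09) and Lypd6b (-5.67). In TFR cells, the largest rises were those of Serpinf1 (5.34 ± 0.43, adjusted p = 0.00185), Cebpa (5.33), Il4, D430019H16Rik (5.18) and Slc7a10 (5.16), and the largest falls those of Igfbp4 (-5.52 ± 0.16, adjusted p = 0.000371), Gm34006 (-4.64), the T cell receptor gamma constant 1 probe (-4.57), Art4 (-4.55) and Chil5 (-4.51). Of the 69 genes that the paper names for these cells, 68 were tested. Over all genes tested, 61 of them were called between TFH and naïve CD4 T cells and 64 between TFR and Treg cells. When p was adjusted over the list alone, both counts were 64, which is no independent evidence because the study chose the genes on these cells.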

The genes listed were grouped into those that were found to be upregulated (B) or downmodulated (C) in follicular cells. A third category of genes (D) did not obey a simple regulatory scheme.

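Of 4522 genes called in TFH versus naïve CD4 T cells and also in TFR versus Treg cells, 4377 changed in the same direction and 145 in opposite directions. Across all genes tested, the changes in Foxp3- and Foxp3+ cells correlated with a Pearson r of 0.749 and a Spearman rho of 0.739, whereby genes are not independent replicates. The clearest opposite changes, by the size of the tested difference, were those of Osgin1 (log2 difference 3.39 in TFH and -1.34 in TFR cells, adjusted p of the difference 0.01), Sema7a (2.71 and -1.59, 0.0201) and Rgs1 (3.17 and -0.92, 0.0028).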

### Delayed or Attenuated Regulation of Genes in Follicular T Cells

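Compared between the Foxp3- and Foxp3+ cells of pLN, the change of S1pr1 during follicular differentiation was -4.44 ± 0.18 and -3.20 ± 0.18, with an adjusted p of 0.057 for the difference between both changes. The changes of Satb1 differed by -0.21 ± 0.62 (adjusted p = 0.876). Ptpn13 (chromosome 5, 104027311 to 104027370) rose by 5.44 ± 0.31 (adjusted p = 0.000401) in TFH cells and by 1.87 ± 0.31 (adjusted p = 0.0107) in TFR cells. These changes differed by -3.57 ± 0.44 (adjusted p = 0.0163), and the calls for TFR cells and for the difference were each lost under 5 of 19 alternatives, among them the omission of any single Treg or TFR array (adjusted p up to 0.0826 and 0.103). For Ccr7 the changes differed by 2.45 ± 0.29 (adjusted p = 0.0144), which was lost under 7 alternatives (up to 0.0886). Tsc22d3 changed by -2.26 ± 0.09 (adjusted p = 0.00048) in TFR cells, and its difference of 1.46 ± 0.13 (adjusted p = 0.00776) was lost under 4 (up to 0.272).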

A coherent degree of regulation was observed for TFH and TFR cells of PP as well as pLN origin in many cases (Figure 1E, e.g., *S1pr1, Satb1, Ptpn13, Ccr7, Tsc22d3*). However, the expression profiles also revealed diverging tendencies for many genes. Although regulation of these genes in TFH cells was in general similar in extent in cells of PP and pLN origin (Figures 1E and 2B,C), the degree of regulation in TFR cells was heterogeneous depending on their origin. Except for rare cases (e.g., *Ptpn11* and *Cxcr5*), PP TFR cells resembled PP TFH or pLN TFH cells. Yet, a broad spectrum of genes displayed a significantly smaller degree of regulation in pLN TFR cells when compared to PP TFR cells and this discrepancy continued to exist in d25 cells (e.g., *Bcl6, Stx11, Gadd45b, Hif1a, Cxcr5, Rgs16, Il1r1*). 

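The gates of the follicular cells were unequal, since TFH cells were sorted as GL7+ alone and TFR cells as GL7+/-. Whether a gene was regulated to a smaller degree in pLN TFR than in pLN TFH cells was tested directly, as the change from Treg to TFR cells minus the change from naïve CD4 T to TFH cells.
This difference was called for 1339 genes. With the slide as a block, 691 genes were called, and without the Treg array of d12, which changed the count most, 296.
Of the 1339 genes, 689 changed in the same direction but less in TFR cells, 222 changed more in TFR cells, and 428 had opposite signs.
Among 7371 genes that were called between follicular and progenitor cells, were well above background on all 8 arrays and had the same sign in both, 61.8% changed less in TFR cells, with a median ratio of the log2 changes of 0.82.
In simulated data, that share was 49.9%. The simulation gave Foxp3- and Foxp3+ cells the same starting level, change and noise, so that this value was fixed in advance. It is therefore no reference for the share found in the real data.
Taken from the single arrays of each day, the median ratio was 0.791 at d12 and 0.836 at d25.
For Bcl6 the difference was -1.55 ± 0.21 (adjusted p = 0.021), for Stx11 -2.60 ± 0.30 (adjusted p = 0.0138), for Gadd45b -2.23 ± 0.21 (adjusted p = 0.00887), for Hif1a -2.10 ± 0.27 (adjusted p = 0.0178) and for Cxcr5 -3.85 ± 0.33 (adjusted p = 0.00703).
The calls were lost under 10 of 19 alternatives for Bcl6 (adjusted p up to 0.109), 6 for Stx11 (0.0868), 2 for Gadd45b (0.0601), 7 for Hif1a (0.153) and 3 for Cxcr5 (0.0601), mostly where single arrays were left out, and no sign changed.
At d25 the changes were 4.04 in TFH and 2.65 in TFR cells for Bcl6, 3.71 and 1.49 for Hif1a, and 3.87 and 1.75 for Gadd45b, each from single arrays.
Rgs16 (chromosome 1, 155592244 to 155592303) reached 11503 and 17493 RU in TFH cells at d12 and d25. As a mean over both days this was 196-fold the level of naïve CD4 T cells, which was well above background on only 1 array. Rgs16 rose from 842 and 951 RU in Treg to 7086 and 13758 RU in TFR cells (3.46 ± 0.36, adjusted p = 0.00319).

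**Figure D2:**
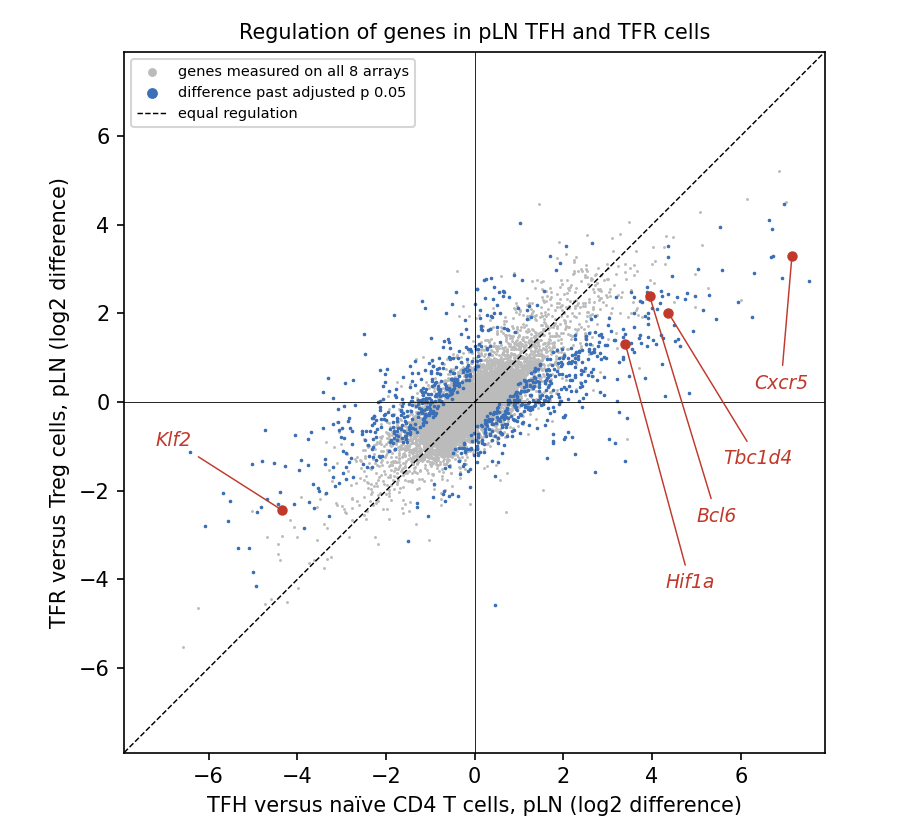
Log2 difference of TFH versus naïve CD4 T cells (horizontal) and of TFR versus Treg cells (vertical) of pLN for the 13299 genes well above background on all 8 arrays, each the mean of d12 and d25. Blue points are genes whose changes differ at an adjusted p below 0.05, the dashed line marks equal regulation, and red points name genes discussed in the text, which lie nearer to 0 on the vertical axis.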

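In pLN TFR cells, the level of Klf2 was 30295 RU at d12 and 15586 RU at d25. Relative to the Treg array of the same day, Klf2 changed by -2.01 at d12 and -2.85 at d25 on the log2 scale. Tbc1d4 (chromosome 14, 101841577 to 101841636) was at 48298 and 95466 RU, a change of 1.69 at d12 and 2.35 at d25. Its level in TFH cells also increased, from 96575 to 178546 RU. These changes with day rest on 1 array per cell type and day and were not tested.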

In some instances, however, regulation of genes in d25 TFR cells reached the level met in PP TFR cells (e.g., *Klf2, Sell, Tbc1d4*). The heat maps in Figures 2B,C visualize further examples of complete versus incomplete or delayed regulation in TFR cells of pLN origin. Along with the global PCA analysis (Figure 2A), this suggests not only a retarded differentiation schedule generating matured pLN TFR cells (as compared to PP TFR and PP/pLN TFH cells) but also an attenuated regulation depending on the particular gene investigated. This may manifest itself in specific variations in functionality. For instance, it was proposed that a low level of CXCR5 expression by TFR cells localizes them more to the border of the GC (35).

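Between d25 and d12, with cell type in the model, 3 genes were called higher and 8 lower over the 4 cell types, and 4545 genes had an unadjusted p below 0.05. This count depended on the processing more than any other and reached 1250 with a trended and robust variance prior (eBayes), 779 of them higher and 471 lower, whereas limma called no gene when any single array was left out, with 2690 to 3739 genes at an unadjusted p below 0.05. With normexp 527 were higher and 331 lower, and among genes well above background on all 8 arrays 496 and 301, so that the direction of the balance is not settled. The days were hybridized on different slides. The TFR arrays of d12 and d25 lay 0.459 apart in root mean square log2 difference, within the range of the other cell types. From the positions in the PCA of pLN and PP cells and from genes that reached the level of PP TFR cells late or not at all, the paper proposes a retarded differentiation of pLN TFR cells and an attenuated regulation that depends on the gene.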

### Genes Expressed Differently by CD4 T Cells From PP and pLN

We identified genes that are expressed in a compartment specific manner and affected not only TFH and TFR cells but also Treg cells (Figure S2 in Supplementary Material). 

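In pLN, S100a4 (chromosome 3, 90409734 to 90409793) rose from 21822 and 18693 RU in naïve CD4 T cells at d12 and d25 to 124231 and 63958 RU in TFH cells, and from 67933 and 51897 RU in Treg cells to 257954 and 174028 RU in TFR cells. Gcnt1 (chromosome 19, 17400787 to 17400846) reached 3368 and 3225 RU in TFH and 6550 and 9516 RU in TFR cells, and Fut7 (chromosome 2, 25281802 to 25281861) 2148 and 1766 RU and 10611 and 8011 RU. TFR cells had more of each than TFH cells, with log2 differences of 1.25 ± 0.19 (adjusted p = 0.0137) for S100a4, 1.26 ± 0.16 (adjusted p = 0.00855) for Gcnt1, and 2.24 ± 0.12 (adjusted p = 0.000899) for Fut7. The calls for S100a4 and Gcnt1 were lost with the slide as a block, and that for Fut7 held under all alternatives. Dhrs3 also rose in pLN TFH cells (6.29 ± 0.28, adjusted p = 0.000227) and TFR cells (2.91 ± 0.28, adjusted p = 0.00263), to 2229 and 3292 RU in the latter, and Sun5, between 1206 and 2470 RU on all arrays, was lower in TFR than in Treg cells (-0.52 ± 0.11, adjusted p = 0.0196) and than in TFH cells (-0.60 ± 0.11, adjusted p = 0.0214), calls lost under 5 and 7 of the 19 alternatives (adjusted p up to 0.114 and 0.139).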

*S100a4, Gcnt1* (C2GNT, a glucosaminyl transferase), and *Fut7* (FUC-TVII, fucosyl transferase 7) were expressed predominantly by pLN cells whereas PP cells expressed mainly *Dhrs3* and *Sun5*. Activity of C2GNT and FUC-TVII is required for formation of a functional P/E-selectin ligand in T cells (36). 

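Selplg (chromosome 5, 114267807 to 114267834) had 10702 and 5963 RU in TFH and 28190 and 21737 RU in TFR cells of pLN at d12 and d25, compared to 60795 and 53821 RU in naïve CD4 T and 65821 and 61469 RU in Treg cells, and was well above background on all 8 arrays. More of it remained in TFR than in TFH cells (1.63 ± 0.20, adjusted p = 0.00768), although this call was lost under 4 of the alternatives (adjusted p up to 0.0788).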

Despite downregulation of *Selplg* (PSGL1) in TFH/TFR cells (Figure 1E) a considerable basal level of expression persisted. Thus, the absence of FUC-TVII and C2GNT in PP cells would render any remaining PSGL1 driven binding activity to selectins non-functional. Interestingly, the vitamin A metabolite all-trans retinoic acid (RA) produced abundantly by intestinal cells counteracts *Fut7* expression but induces that of *Dhrs3* that is involved in RA metabolism. In addition, vitamin D impairs formation of selectin ligands (36) and expression of *Vdr* (vitamin D receptor) is upregulated in TFH cells and PP TFR cells. This suggests that local availability of compounds like vitamins influence the function of follicular but also Treg cells.

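Vdr (chromosome 15, 97685136 to 97685195) was at the floor of 20 RU in naïve CD4 T and Treg cells of pLN at both days. It reached 3815 and 2744 RU in TFH cells at d12 and d25, at least 55.4-fold higher. In pLN TFR cells it was 188 and 418 RU, at least 5.28-fold the level of Treg cells and lower than in TFH cells by a log2 difference of -3.53 ± 0.39 (adjusted p = 0.00587).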

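The Itgb1 level (chromosome 8, 131250081 to 131255976) in pLN was lowest in naïve CD4 T cells, with 1897 and 2186 RU at d12 and d25, followed by Treg cells with 4381 and 5067 RU, TFH cells with 6546 and 5986 RU and TFR cells with 9436 and 11903 RU. TFH cells exceeded naïve CD4 T cells by 1.62 ± 0.13 (adjusted p = 0.00107) and TFR cells exceeded Treg cells by 1.17 ± 0.13 (adjusted p = 0.00414). The smaller difference between TFR and TFH cells (0.76 ± 0.13, adjusted p = 0.0204) lost its call under 6 alternatives (up to 0.129).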

Peyer’s Patches T cells had uniformly low levels of *Itgb1* (CD29) whereas among pLN cells expression of this integrin chain was heterogeneous (Figure S2 in Supplementary Material). Flow cytometry confirmed that the vast majority of PP cells expressed moderately this integrin on the surface whereas in pLN TFH and predominantly TFR cells expressed higher levels (Figure 3A; Figure S3 in Supplementary Material illustrates gating defining the cell subtypes). Also with regard to *Itga6* (CD49f), PP TFH and TFR cells expressed much less CD49f complexed integrin compared to their pLN counterparts (Figure 3A; Figure S2 in Supplementary Material). 

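In pLN, Itga6 (chromosome 2, 71694756 to 71694815) fell from 14168 and 14742 RU in naïve CD4 T cells to 1858 and 1613 RU in TFH cells at d12 and d25 (-3.06 ± 0.17, adjusted p = 0.000382) and from 20225 and 13279 RU in Treg cells to 5251 and 4102 RU in TFR cells (-1.82 ± 0.17, adjusted p = 0.00263). A dimmer probe of Itga6 had the opposite sign between TFR and Treg cells. The level of the brightest probe was higher in TFR than in TFH cells (1.42 ± 0.17, adjusted p = 0.00739).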

Integrin α6 can pair with either β1 or β4. The latter is hardly expressed suggesting that in pLN but not PP TFH cells and more prominently TFR cells express integrin α_6β1_. 

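Itgb4 (chromosome 11, 115869666 to 115869725) ranged from 75 to 192 RU over the 8 pLN arrays and was not well above background in naïve CD4 T cells. Its highest levels, 192 and 154 RU in TFH cells at d12 and d25, were on average 2.21-fold the level of naïve CD4 T cells. In TFR cells it had 135 and 109 RU, above Treg cells by 0.56 ± 0.10 (adjusted p = 0.0143), a call lost under 7 alternatives, the omission of any single Treg or TFR array among them (up to 0.098).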

In parallel, only pLN follicular T cells upregulated *Plxnd1* (Plexin D1), a surface bound receptor that controls clustering of β1-integrins thereby manipulating their avidity (37) (Figure 3B). 

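Plxnd1 (chromosome 6, 115904829 to 115904888) increased from 516 and 735 RU in naïve CD4 T cells to 10621 and 12222 RU in TFH cells of pLN at d12 and d25 (4.21 ± 0.14, adjusted p = 0.00016). In Foxp3+ cells it increased from 1759 and 1787 to 4931 and 5252 RU (1.52 ± 0.14, adjusted p = 0.00256), less than in the Foxp3- cells, with a difference between the changes of -2.69 ± 0.20 (adjusted p = 0.00564).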

*Vice versa*, a conspicuous upregulation of *Asb2* was evident in PP cells, particularly in TFR cells. ASB-2 expression is sensitive to RA and enhances integrin-dependent adhesion by promoting degradation of filamin (38). Additional genes modulating integrin binding activity were also regulated substantially during differentiation of follicular T cells such as *Rasgpr2* (CalDAG-GEF) and *Rasa3*. These observations illustrate that integrin mediated functions drastically change during differentiation into TFH/TFR cells but also suggest that cells of PP and pLN origin differ from each other in these aspects. Moreover, a divergent upregulation of *Cxcr3* (Figure 2D) and *Ccr6* (Figure 3C) was detected in TFR cells of different origin. 

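Rasgrp2 (chromosome 19, 6402512 to 6402571) changed from 30668 and 27422 RU in naïve CD4 T cells to 1946 and 1543 RU in TFH cells (-4.07 ± 0.24, adjusted p = 0.00042) and from 16008 and 14424 RU in Treg cells to 4372 and 2179 RU in TFR cells (-2.30 ± 0.24, adjusted p = 0.00317), each at d12 and d25. For Rasa3 (chromosome 8, 13567278 to 13567337), the corresponding differences were -2.42 ± 0.12 (adjusted p = 0.000305) and -1.47 ± 0.12 (adjusted p = 0.00204). Its level remained at 13821 and 12174 RU in TFH cells and 22788 and 19363 RU in TFR cells.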

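Cxcr3 (chromosome X, 98926920 to 98926979) was at 36408 and 34902 RU in TFR cells of pLN at d12 and d25, above the 8192 and 9432 RU of Treg cells (2.02 ± 0.17, adjusted p = 0.00196) and the 12139 and 8871 RU of TFH cells (1.78 ± 0.17, adjusted p = 0.00386). Ccr6 (chromosome 17, 8449933 to 8449992) showed 34141 and 30862 RU in TFR cells and 6819 and 4235 RU in Treg cells (2.60 ± 0.38, adjusted p = 0.00759), compared to 5434 and 2032 RU in TFH cells (3.29 ± 0.38, adjusted p = 0.00644). The call for Ccr6 between TFR and Treg cells was lost under 4 of 19 alternatives (up to 0.0653), 3 of them the omission of an array of these cells.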

In periphery, the majority of TFR cells expressed high levels of CCR6 whereas PP TFR cells were CCR6^lo/−^ (Figure 3D).

### IL4 and IL21 Are Produced by PP TFR Cells

The cytokines IL4 (10) and IL21 (2, 12) are central players in the GC reaction and it was shown that they are expressed abundantly by TFH cells but not by TFR cells in periphery (18). In stark contrast, we found that PP TFR cells expressed substantial amounts of *Il4* and to a lesser extent also *Il21* (Figure S4A in Supplementary Material). This was confirmed by intracellular detection of IL4 following PMA/ionomycin stimulation (Figures 4A,B). In these flow cytometry based cytokine analyses we discriminated between GL7^+^ and GL7^−^ follicular cells and also performed a kinetic analysis determining cytokine production of T cell subsets at d6, d12, and d25 p.i. in pLN (Figure 4C). In periphery, highest amounts of IL4 were produced by TFH cells already at d6 p.i. but also PD1^int^ cells produced IL4 predominantly early following immunization. As expected, peripheral FoxP3^+^ cells were virtually negative for IL4 at all time points analyzed (18). The regulatory circuits controlling IL4 and IL21 expression in TFH cells encompass the transcription factors *Batf* (BATF1) and *Maf* (C-MAF) and in both cases we observed increased levels of expression in PP TFR cells (6, 9, 39) (Figure S4B in Supplementary Material). It was reported that the CNS2 enhancer of the *Il4* gene is of critical importance for transcription in TFH cells (40, 41) and it was demonstrated recently that BATF1 and C-MAF bind the CNS2 enhancer driving *Il4* transcription (39). In addition, expression of *Bach2* (BTBD25), a negative regular of BATF1 activity, is uniformly downregulated in follicular T cells (42). 

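Bach2 (chromosome 4, 32673009 to 32673068) had 9551 and 11563 RU in naïve CD4 T and 7571 and 9564 RU in Treg cells of pLN at d12 and d25, but 699 and 1193 RU in TFH and 2024 and 2461 RU in TFR cells. The log2 differences were -3.52 ± 0.15 (adjusted p = 0.000223) in TFH cells and -1.93 ± 0.15 (adjusted p = 0.00174) in TFR cells. The difference between the 2 changes of 1.59 ± 0.22 (adjusted p = 0.0201) was lost under 9 alternatives (up to 0.131).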

*Il4* expression is possibly supported in PP by abundant upregulation of *Cebpa* (43) whereas that of *Il21* may be fostered by IL27 (44) (Figure S4B in Supplementary Material). Elevated levels of *Lag3*, an IL27 responsive gene, may indicate increased availability of this cytokine in PP and also expression of *Il27ra* is higher in PP cells as compared to pLN cells supporting a role of IL27 in IL21 expression by PP TFR cells (Figure S4B in Supplementary Material).

IL10 is expressed not only by Treg cells but also by TFH and TFR cells (15, 18). Expectedly, PP Treg cells expressed more IL10 mRNA and protein than did pLN Treg cells (Figure 4; Figure S4A in Supplementary Material). IL10 expression culminated in peripheral TFH cells at day12 p.i. and declines thereafter (Figure 4C) whereas it is slightly increased in pLN TFR cells. Among follicular T cells, a low percentage of PP TFH cells produced IL17 (Figure 4A). This would be in line with a report describing that in PP but not periphery TH17 cells can develop into TFH cells (45).

A substantial expression of IFNγ was detected in PD1^int^ cells while IFNγ expression remained modest in PP/pLN TFH cells although levels increased over time in pLN (Figure 4C). Interestingly, in pLN but not in PP, a small fraction of TFR cells produced IFNγ (Figures 4A,C; Figure S4A in Supplementary Material). This parallels expression of *Tbx21* (TBET) in these cells (Figure 2D). 

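The mRNA of Ifng (chromosome 10, 117882841 to 117882900) was at 2452 and 3489 RU in pLN TFR cells at d12 and d25 and at 130 and 239 RU in Treg cells, a log2 difference of 4.05 ± 0.43 (adjusted p = 0.00343). TFH cells had 1050 and 1804 RU compared to 162 and 95 RU in naïve CD4 T cells (3.47 ± 0.43, adjusted p = 0.00349). The excess in TFR over TFH cells was not called (1.09 ± 0.43, adjusted p = 0.141).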

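Tbx21 (chromosome 11, 96959417 to 96959476) had 2043 and 1746 RU in TFR cells of pLN at d12 and d25 and 498 and 554 RU in Treg cells (1.85 ± 0.21, adjusted p = 0.0042). In TFH cells, with 574 and 735 RU, it was not called different from naïve CD4 T cells (0.34 ± 0.21, adjusted p = 0.245). The call for TFR over TFH cells (1.54 ± 0.21, adjusted p = 0.0106) was lost when either TFR array was left out, with the slide as a block, and without the filter on dim genes (up to 0.0995).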

Evaluating IL4 versus IFNγ expression, we noted an increasing preference toward IFNγ production over time in pLN and thus a TH1 phenotype among PD1^int^ cells as expected for a B6 background. But regarding PD1^hi^ TFH cells, a significantly higher proportion of IL4^+^ cells existed reflecting the superior importance of this cytokine in the TFH driven GC reaction.

### TFR Cells of pLN but Not of PP Origin Are IL2 Responsive

IL2 is a potent inhibitor of TFH cell differentiation (46) wherefore its signaling must be silenced. Consequently, as in naïve CD4 T cells, expression of the high affinity IL2 receptor *Il2ra* (CD25) is absent or very low in TFH cells. However, CD25 is massively expressed by natural Treg cells from which TFR cells are derived. 

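Il2ra (chromosome 2, 11614744 to 11614803) was at 206 and 245 RU in naïve CD4 T cells and 226 and 249 RU in TFH cells of pLN at d12 and d25, a log2 difference of 0.08 ± 0.12 (adjusted p = 0.606).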

CD25 expression was found on TFR cells yet at decreased (35) or heterogeneous levels (18). Recently, peripheral CD25^+^ and CD25^−^ TFR cells were analyzed separately suggesting that CD25^−^ TFR cells represent matured cells (47). 

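In pLN TFR cells, Il2ra amounted to 14489 and 20078 RU at d12 and d25, compared to 25920 and 28676 RU in Treg cells. The difference of -0.68 ± 0.12 (adjusted p = 0.0114) lost its call when the d12 Treg, the d12 TFR or the d25 Treg array was left out (up to 0.0806). It was -0.84 at d12 and -0.51 at d25 on single arrays. TFR cells exceeded TFH cells by 6.17 ± 0.12 (adjusted p = 0.000454).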

We also observed robust downregulation of *Il2ra* by TFR cells of PP but not of pLN origin even not at day 25 p.i. (Figure 5A). Flow cytometry confirmed that a substantial proportion of pLN TFR cells kept high levels of IL2RA on their surface but only a minority of PP TFR cells were CD25^+^ (Figure 5B; Figure S3 in Supplementary Material). In contrast to the peripheral CD25^−^ TFR cells investigated by Wing et al. (47), PP TFR cells remained largely unresponsive to IL2 under stimulatory conditions but pLN TFR cells propagated to an extent as Treg cells (Figure 5C). 

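Cish (chromosome 9, 107204196 to 107204255) was at 31471 and 34636 RU in Treg cells and 26696 and 30295 RU in TFR cells of pLN at d12 and d25, without a called difference (-0.21 ± 0.14, adjusted p = 0.263), and at 2282 and 3297 RU in naïve CD4 T and 686 and 724 RU in TFH cells (-1.96 ± 0.14, adjusted p = 0.000673). Socs2 (chromosome 10, 94875187 to 94875246) fell from 9976 and 10036 RU in Treg cells to 2912 and 3984 RU in TFR cells (-1.55 ± 0.27, adjusted p = 0.0116), a call lost under 4 alternatives, the omission of either TFR array among them (up to 0.0854). TFR cells exceeded TFH cells by 5.33 ± 0.14 (adjusted p = 0.000454) for Cish and by 4.87 ± 0.27 (adjusted p = 0.00104) for Socs2.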

The *Il2ra* expression pattern in the T cell subsets of interest here is similar to those observed for *Cish* and *Socs2* (Figure 2D) two important mediators of IL2 signaling whose expression is induced by IL2 and that were already observed earlier to be regulated in follicular T cells (47, 48). This suggests that the IL2 signaling pathway is operative *in vivo* in pLN TFR cells but not in the vast majority of PP cells.

### GL7 Expression Does Not Distinguish GC Resident Follicular T Cells

GL7 is considered as a marker distinguishing GC TFH cells (26). In PP, two distinct PD1^hi^ populations, GL7^−^ and GL7^+^, respectively, exist in parallel at any time wherefore both were isolated and compared by transcriptome analysis. We failed to detect genes uniquely expressed in either population; only marginal differences exist between the expression of given genes of both populations that rarely reached statistical significance (Figure 6A; for further examples Figures 2 and 4). Therefore, we investigated the GL7 expression status of GC resident PD1^hi^ cells. To this end, a mouse strain expressing a photoactivatable fluorescent protein was used (PA-GFP mouse). Intact PP were excised from the small intestine and a two-photon laser beam programmed to irradiate a predefined cuboid inside a GC or in the interfollicular T area (Figures 6B,C). Following photoconversion of the cells inside the cuboids, cells of the organs were analyzed by flow cytometry. The vast majority of GC-born photoactivated CD4 T cells were PD1^hi^ but many of these were GL7^−^ (Figure 6D, compare all cells displayed in the middle panels to converted cells only in the right panels). The percentage of CD4^+^PD1^hi^ cells correlated with that of CD19^+^CD95^+^GL7^+^ GC B cells (Figures 6D,E) except for one case (red dot, neglected in Figure 6F) confirming that either a GC (black dots) or the interfollicular zone (green dots) was irradiated. The latter were virtually devoid of CD4^+^PD1^hi^ cells or GC B cells (Figure 6D). Compared to all CD4^+^PD1^hi^ cells inside a PP, these observations suggest an enrichment of PD1^hi^GL7^+^ cells inside the GC (Figure 6F) but the high proportion of GC PD1^hi^GL7^−^ cells indicates that GL7 is not an exclusive GC T cell marker.

### Candidate Genes

We identified a couple of genes that may be considered of primordial interest for further studies because they displayed a high degree of regulation that is paired in most cases with a thus far unrecognized or unique expression in cells of hematopoietic origin (Figure 7A). Among these are *Smtn* (smoothelin) as well as *Actg2* (actin γ2), cytoskeletal proteins found mainly in muscle cells and that are highly upregulated in either TFH or TFR cells. Similarly, *Popdc2* (POP2) is upregulated in TFH cells yet not in those of PP. 

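On the arrays of pLN cells, Smtn (chromosome 11, 3417530 to 3417589) rose from 467 and 436 RU in naïve CD4 T cells to 40021 and 53872 RU in TFH cells at d12 and d25 (6.68 ± 0.26, adjusted p = 0.000184), and from 277 and 177 RU in Treg cells to 2265 and 2004 RU in TFR cells (3.27 ± 0.26, adjusted p = 0.00169). Actg2 (chromosome 6, 83462904 to 83462963) reached 21890 and 13604 RU in TFR cells, above the 2287 and 1066 RU of Treg cells (3.47 ± 0.64, adjusted p = 0.0143), and 2718 and 3581 RU in TFH cells, at least 29.5-fold the level of naïve CD4 T cells. Leaving out either TFR array or the d25 Treg array removed the call for Actg2 in TFR cells (up to 0.107), and its difference between TFR and TFH cells was not called (2.47 ± 0.64, adjusted p = 0.0545).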

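In TFH cells of pLN, the level of Popdc2 (chromosome 16, 38378016 to 38378075) was 13637 and 9979 RU at d12 and d25, on average 156-fold that of naïve CD4 T cells. TFR cells had 1015 and 553 RU, below TFH cells with a log2 difference of -3.96 ± 0.28 (adjusted p = 0.00176) and above Treg cells, with 262 and 87 RU, by 2.31 ± 0.28 (adjusted p = 0.00461).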

*Nrn1* (neuritin) and *Penk* (proenkephalin) represent two genes that were upregulated strongly and preferentially in TFR cells. 

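Nrn1 (chromosome 13, 36817941 to 36818000) rose from 3251 and 3894 RU in Treg to 29819 and 40791 RU in TFR cells of pLN at d12 and d25 (3.29 ± 0.10, adjusted p = 0.000371) and differed from TFH cells, which had 2473 and 3411 RU, by 3.59 ± 0.10 (adjusted p = 0.000454). Penk (chromosome 4, 4060724 to 4060783) rose from 4974 and 5228 RU to 103393 and 144562 RU in the Foxp3+ cells (4.58 ± 0.32, adjusted p = 0.00133). It also rose in the Foxp3- cells, from 111 and 188 RU to 6176 and 16576 RU (6.13 ± 0.32, adjusted p = 0.000325), and was higher in TFR than in TFH cells (3.60 ± 0.32, adjusted p = 0.00335).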

Neuritin promotes axonal outgrowth and recently it was shown that another axonal guidance molecule, ephrin B1 is important for TFH cell function (49).

Also *Sostdc1* (USAG1), a BMP antagonist (50), is profoundly upregulated in TFH cells and additionally in PP TFR cells (Figure 7B). 

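Sostdc1 (chromosome 12, 37044197 to 37044256) increased from 220 and 92 RU in naïve CD4 T cells to 86739 and 81030 RU in TFH cells of pLN at d12 and d25, by 9.21 ± 0.34 (adjusted p = 0.000177) on the log2 scale. Treg cells were at the floor of 20 RU and pLN TFR cells at 2133 and 1897 RU, at least 37.9-fold higher but below TFH cells with a log2 difference of -5.38 ± 0.34 (adjusted p = 0.00138).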

In PP, absence of *Sostdc1* increased frequencies of memory B cells (Figures 7C,D). Moreover, the fecal IgA content was elevated in *Sostdc1*^−/−^ mice (Figure 7E) but follicular T cell frequencies remained unaltered (Figure 7F). 

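Bmp7 (chromosome 2, 172695203 to 172695262) was at 9594 and 9299 RU in TFH and 9441 and 8230 RU in TFR cells of pLN at d12 and d25, a difference that was not called (-0.10 ± 0.09, adjusted p = 0.465). Naïve CD4 T cells had 564 and 551 RU and Treg cells 3705 and 3388 RU, so that the increase was 4.08 ± 0.09 (adjusted p = 8.32e-05) in Foxp3- cells and 1.31 ± 0.09 (adjusted p = 0.0012) in Foxp3+ cells.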

Interestingly, *Bmp7* is also upregulated in follicular cells (Figure 7B) and *in vitro* BMP7 interfered with antibody production by human B cells (51). This documents an influence of USAG1on humoral immune responses yet further work will be needed to understand the underlying regulatory mechanisms.

## Discussion

In search for genes important for differentiation and/or function of TFH and TFR cells, we focused on those displaying differential expression patterns compared to naïve CD4 T or Treg cells in PP and immunized pLN. This approach inherently neglects all genes where expression remains unchanged during follicular T cell development but nevertheless is important for TFH or TFR biology. Moreover, we investigated the transcriptomes of follicular T cells at rather late time points following immunization (d12 and d25) and not at earlier days (approximately at d7) as done in many other studies. We had chosen later time points for two reasons: (i) although detectable already at d6, we observed a separate and easy to gate PD1^hi^GL7^+^ population only at later time points and (ii) available data from literature indicated that upon immunization, the mass of TFR cells comes into existence later than the TFH cells (47, 52). Furthermore, we considered it important to apply a restrictive gating to focus on cells in most advanced stages of the follicular T cell pathway and to avoid contamination with cell types that express PD1 at intermediate levels (e.g., preTFH cells, exhausted cells) or that exist in pLN already in steady state (activated Treg cells). This strategy was corroborated by the results following photo conversion of GC resident T cells, i.e., fully mature follicular cells, showing that the vast majority were PD1^hi^ cells according to the gate criteria applied here.

Apart from well-studied genes central to TFH/TFR biology, we identified a collection of genes displaying a regulation that would bring in line their known effects in T cells with those required for follicular T cell development and/or function. For example, upmodulation was observed for *Ptpn11* (SHP2, Figure 1E) that mediates the inhibitory activity of PD1 (53). 

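Ptpn11 (chromosome 5, 121580585 to 121580644) had 10324 and 10978 RU in naïve CD4 T and 103523 and 143486 RU in TFH cells of pLN at d12 and d25, and 10117 and 11192 RU in Treg and 25759 and 27648 RU in TFR cells. The increase in TFR cells was smaller (-2.19 ± 0.18, adjusted p = 0.00666), a call lost only when the d12 Treg array was left out.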

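The level of Satb1 (chromosome 17, 51879137 to 51879196) in pLN was 69546 and 83586 RU in naïve CD4 T cells at d12 and d25, 9293 and 6109 RU in TFH cells, 47945 and 36611 RU in Treg cells and 6297 and 2044 RU in TFR cells. TFR cells lay below TFH cells on both days, without a called difference (-1.07 ± 0.44, adjusted p = 0.151).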

Upregulation of PD1 correlated with downmodulation of *Satb1* coding a chromatin organizer that represses PD1 expression in T cells (54). 

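Ctla4 (chromosome 1, 60971801 to 60971860) rose from 502 and 619 RU in naïve CD4 T to 7083 and 8995 RU in TFH cells of pLN at d12 and d25 (3.84 ± 0.10, adjusted p = 8.63e-05), and Btla (chromosome 16, 45252905 to 45252964) from 9145 and 10697 RU to 28961 and 31314 RU (1.61 ± 0.09, adjusted p = 0.000336). Cd160 (chromosome 3, 96609753 to 96612738) increased to 2692 and 2733 RU in TFH cells (4.04 ± 0.24, adjusted p = 0.00045), and Tigit (chromosome 16, 43649114 to 43649173) to 13152 and 5756 RU, at least 110-fold the level of naïve CD4 T cells. The increases from Treg to TFR cells were 0.71 ± 0.09 (adjusted p = 0.00464) for Btla, 2.69 ± 0.24 (adjusted p = 0.00231) for Cd160, and 4.75 ± 0.41 (adjusted p = 0.0022) for Tigit. Ctla4, already at 8109 and 10125 RU in Treg cells, rose by 0.54 ± 0.10 (adjusted p = 0.0126) in TFR cells, which was lost under 4 alternatives (up to 0.151).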

A concomitant expression of PD1 and other inhibitory receptors (e.g., *Ctla4, Btla, Cd160, Tigit*; Figure 2) over extended periods of time is associated with T cell exhaustion that would lead to a loss of effector functions in the long run (55). Exhaustion is provoked by a persistent antigen driven stimulation as met by T cells in the GC. Remarkably, exhausted CD4 T cells exist that produce IL10 as well as IL21 and that express BCL6. 

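Stx11 (chromosome 10, 12660488 to 12660547) was at 186 and 229 RU in naïve CD4 T cells and 8546 and 11285 RU in TFH cells of pLN at d12 and d25, and at 903 and 825 RU in Treg cells and 5255 and 8682 RU in TFR cells. Follicular cells with and without Foxp3 did not differ by a call (-0.54 ± 0.21, adjusted p = 0.135).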

In CD8 T cells, expression of *Stx11* (syntaxin 11) that was upregulated in TFH and TFR cells, counteracts exhaustion (56). A trait follicular T cells may share with TH2 cells is the specific expression of *Ptpn13* (FAP-1) that limits Fas/FasL-mediated apoptosis (57). *Gadd45b* (MyD118) expression is rapidly induced upon activation of CD4 T cells and its deficiency impairs cytokine production (58). *Tbc1d4* encodes a Rab GTPase-activating protein involved in regulation of glucose uptake. A concurrent upregulation of *Hif1a* was found. 

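In pLN, the Hif1a level (chromosome 12, 75047269 to 75047329) at d12 and d25 was 1932 and 2384 RU in naïve CD4 T, 16487 and 31150 RU in TFH and 2723 and 4175 RU in Treg cells. TFR cells exceeded Treg cells by 1.11 at d12 and, with 11743 RU, by 1.49 at d25 on the log2 scale. The d25 value exceeded the d12 value in each cell type, with day and slide confounded.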

HIF1α is a key factor regulating metabolism by upregulating expression of genes engaged in glycolysis (59). This was surprising because BCL6 was shown to suppress the expression of genes of the glycolysis program in effector T cells (60) and glucose metabolism of TFH cells is considerably reduced compared to TH1 cells (61). By contrast, we observed a marked upregulation of BCL6 target genes such as *Tpi1* (triosephoshate isomerase), *Gapdh*, or *Pfkl* (phosphofructokinase) in follicular T cells compared to naïve CD4 and Treg cells (Figure 2B) suggesting that HIF1α may override BCL6 mediated repression in these particular cases. 

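Tpi1 (chromosome 6, 124760947 to 124761006) rose by 2.12 ± 0.10 (adjusted p = 0.000239) from naïve CD4 T to TFH cells and by 1.68 ± 0.10 (adjusted p = 0.00081) from Treg to TFR cells of pLN. For Gapdh, whose brightest probe is placed on chromosome 7 in the files, the changes were 1.20 ± 0.08 (adjusted p = 0.000569) and 0.84 ± 0.08 (adjusted p = 0.00258), and for Pfkl (chromosome 10, 77450926 to 77450985) 0.82 ± 0.08 (adjusted p = 0.00171) and 0.67 ± 0.08 (adjusted p = 0.00455). In TFH cells, the levels at d12 and d25 were 64629 and 63304 RU for Tpi1, 469481 and 480527 RU for Gapdh and 4245 and 3825 RU for Pfkl. These 6 calls held under all alternatives.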

Evidence was provided that aerobic glycolysis is required for efficient cytokine production by T cells (62) and an ongoing substantial glucose metabolism driven by HIF1α is further indicated by the notion that *Mafg*, a small MAF protein facilitating nuclear localization of HIF1A (63) is upregulated in follicular cells.

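The level of Mafg (chromosome 11, 120489919 to 120489978) was 940 and 675 RU in naïve CD4 T cells of pLN at d12 and d25, 9630 and 6908 RU in TFH cells, 1241 and 694 RU in Treg cells and 3488 and 2394 RU in TFR cells.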

The results presented here revealed that the magnitude of gene regulation was very similar between TFH cells of PP and pLN although some variations and micro-milieu triggered divergences existed. Much more profound differences existed between the TFR cells of both compartments and one key feature of PP TFR cells is the almost complete absence of *Il2ra* expression and a concomitant unresponsiveness to IL2. It was found recently that signature genes (e.g., *Bcl6, Pdcd1*, and *Btla*) were less well up-modulated in CD25^+^ TFR cells suggesting that they represent an intermediate stage whereas CD25^−^ cells are matured GC resident TFR cells (47). Accordingly, we observed that regulation of some genes (e.g., *Klf2, Tbc1d4*) tended to completion at d25 but others did not follow such a scheme (e.g., *Cxcr5, Hif1a*) and also the signal for *Il2ra* remained high among d25 pLN TFR cells arguing against a progress in differentiation toward CD25^lo^ TFR cells. However, in pLN new Treg cells may be recruited continuously into the TFR pathway generating immature CD25^+^ cells, a process that would then not occur efficiently in PP in steady state with its well established chronic GC. At any rate, the existence of a high rate of CD25^hi^ cells discriminated the pool of TFR cells of pLN from those of PP. In addition, only the latter were found to express *Il4* and *Il21* substantially and along with other noticeable differences (e.g., *Vdr, Fut7, Ccr6, Nrn1*) this gives rise to profound functional disparities. Thus, most activated B cells in PP would perform a switch to IgA that is propelled mainly by TGFβ but also other factors such as IL10, RA, and IL21 (64). Efficient IgA class switch takes place outside the GC in the SED that is rich in TGFβ-producing DC (65). To accomplish migration to the SED and interaction with DC, preGC B cells must express CCR6. Interestingly, we observed that pLN but not PP TFR cells prominently expressed this chemokine receptor. Therefore, in PP the IgA class switching cells might escape a fine-meshed control by TFR cells as met in the GC.

Notably, a temporal asymmetry exists regarding GC performance in periphery: at early time points, a broader spectrum of GC B cells with regard to antigen affinity as well as more memory B cells are generated whereas later on preferentially high affinity plasma cells are formed (66). Considering a delay in numbers and maturity, this would fit to a role of TFR cells suppressing GC B cell responses where only high affinity B cells would be able to overrule the increasing inhibition at later stages of the GC reaction (67). If this hypothesis is correct, it would be difficult to reconcile the role of the rather mature PP TFR cells with the commonly accepted scenario that the commensal microbiota-driven (chronic) GC responses in the PP would allow continuous generation of low-affinity GC B cells (64). However, we found that PP but not pLN TFR cells are capable to produce IL4 and IL21 although this contradicts their classical role, i.e., suppressing production of these cytokines by TFH cells (20). Of note, TFH-born IL4 efficiently drives plasma cell differentiation (68) and IL21endowes GC B cells to overcome an imprinted inhibition of propagation by TFR cells (69). We, therefore, speculate that by using these unique features PP TFR cells permit to some extent the proliferation of low-affinity GC B cells directly contacting them. For this purpose, also moderate levels of IL21production could be effective since the cytokine would be available at higher local concentrations at the cell surface. Possibly, this also fuels autocrine mediated signaling. IL21 augments expression of *Bcl6* that in turn impairs that of CD25 (70), a mechanism that may reinforce the more matured phenotype of PP TFR cells. Moreover, our observation of propagation incompetent CD25^−^IL4^+^IL21^+^ TFR cells could help explain why TFR cells of PP but not those of periphery can readily convert into TFH cells because they anticipate these TFH key features (24).

Taken together, our results unraveled may new aspects in TFH and TFR cell biology. This applies to genes of general relevance for follicular T cell function such as *Hif1a, Il4, Il21*, or the GL7 epitope but also genes supporting local peculiarities in function (e.g., *Ccr6, Asb2, Il2ra*, integrins and modulators of integrin function, *Fut7*). Interestingly, we discovered also genes that are more actively expressed in either of the TFH and TFR follicular subtypes, respectively, and also a wealth of interesting candidate genes. However, the importance of these genes for follicular T cell biology awaits experimental validation although we were able to document an influence of *Sostdc1* on efficiency of memory B cell generation in PP.

## Ethics Statement

All experiments including animals were approved by the Lower Saxony State Office for consumer protection and food safety (LAVES), and were conducted according to MHH guidelines.

## Author Contributions

HG, RF, and GB designed experiments; HG, IR, SH, and GP performed experiments; HG and GB analyzed experiments and wrote the paper; BM and GL provided knockout mice.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Shared and Unique Features Distinguishing Follicular T Helper and Regulatory Cells of Peripheral Lymph Node and Peyer’s Patches
**Source:** Front Immunol. 2018 Apr 9;9:714. doi: 10.3389/fimmu.2018.00714
**Supplement:** Supplementary file 1

***Supplementary Material:***

**Shared and Unique Features Distinguishing Follicular T Helper and Regulatory Cells of Peripheral Lymph Node and Peyer's Patches**

**Hristo Georgiev, Inga Ravens, Georgia Papadogianni, Stephan Halle, Bernard Malissen, Gabriela G. Loots, Reinhold Förster, and Günter Bernhardt\***

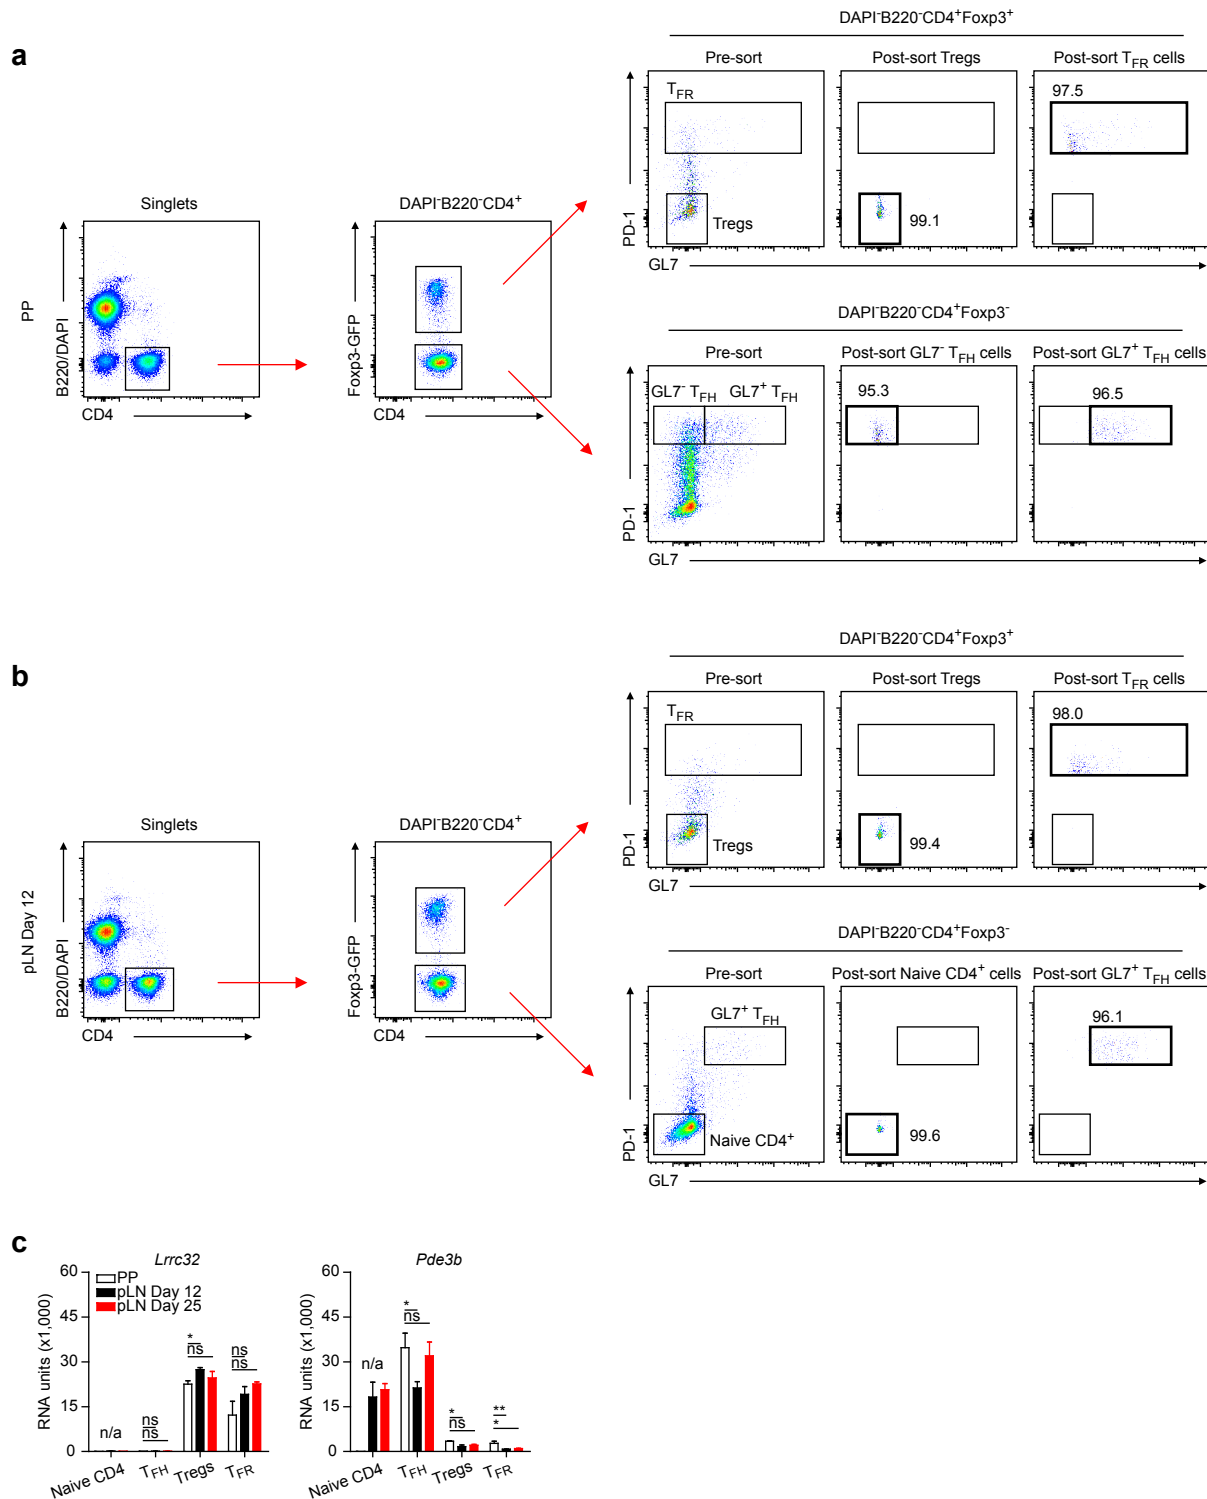

**Supplementary Figure 1**

**Gating strategy for sorting T follicular CD4 cells from PP and pLNs.**

(A,B) Sorting strategy of total cell preparations and the following purity reanalysis of the sorted fractions from PP (A) and pLN 12 days p.i. (B) with KLH+Alum. (C) Microarray data for mRNA expression levels of *Lrrc32* and *Pde3b*. Shown are means ( $\pm$ SD). Same data source as in Fig. 1E. One-way ANOVA followed by Tukey's post hoc analysis was performed in C. N/A: not applicable, ns: not significant ( $p > 0.05$ ), \* $p < 0.05$  and \*\* $p < 0.01$ .

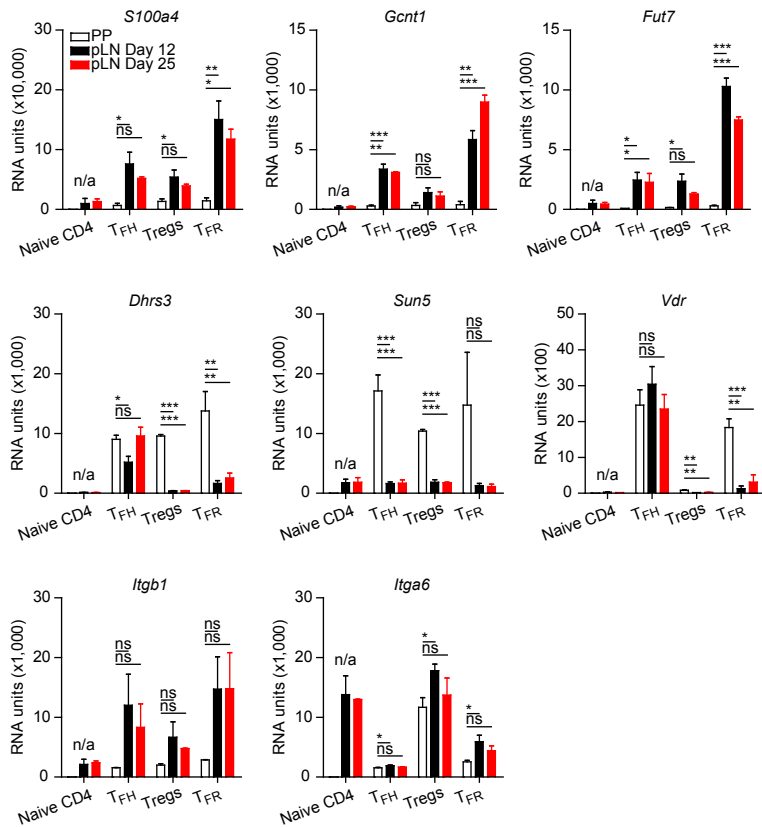

## Supplementary Figure 2

### Genes differently regulated between follicular T cells of PP and pLN.

Microarray data for mRNA expression levels of selected genes found to be differently expressed by the investigated CD4 T cell fractions from PP and pLN. Shown are means ( $\pm$ SD). Same data source as in **Fig. 1E**. One-way ANOVA followed by Tukey's post hoc analysis was performed in B. N/A: not applicable, ns: not significant ( $p > 0.05$ ), \* $p < 0.05$ , \*\* $p < 0.01$ , and \*\*\* $p < 0.001$ .

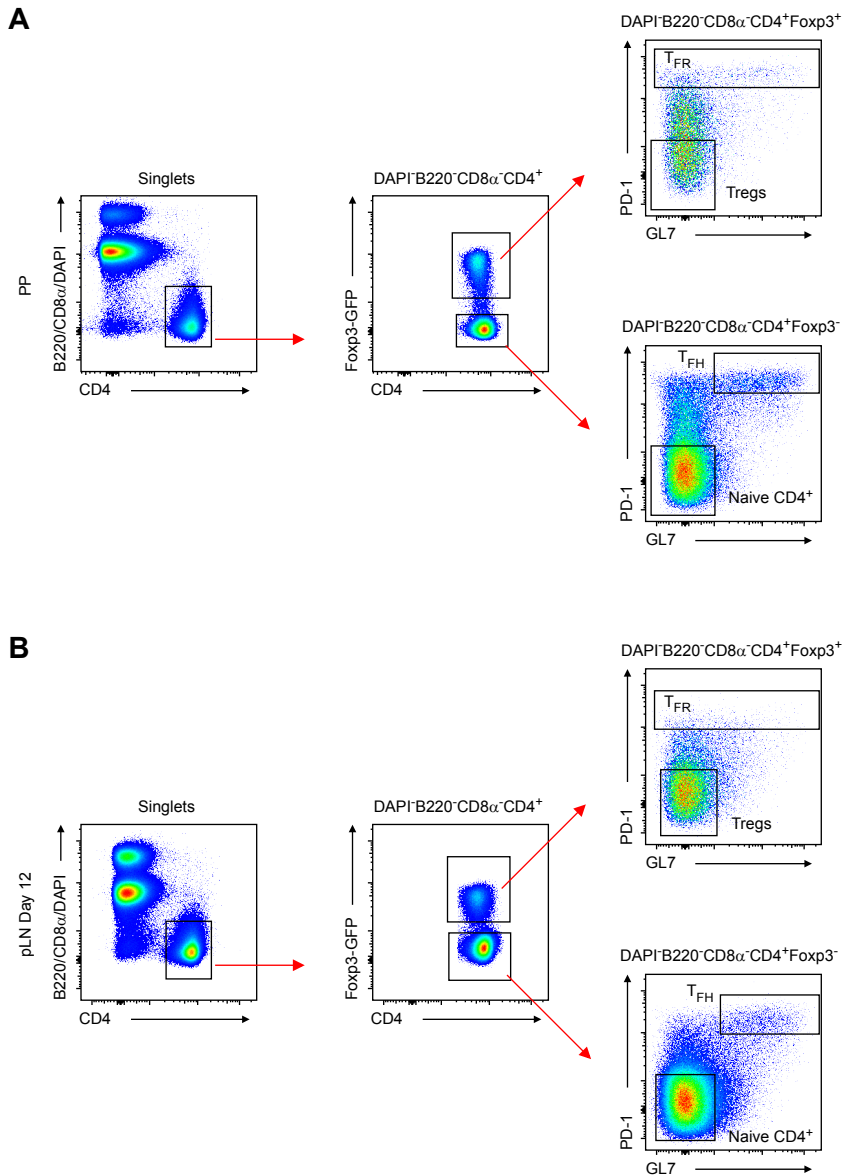

### Supplementary Figure 3

#### Gating strategy for flow cytometry analysis of T follicular CD4 cells.

(A,B) Gating strategy applied for CD4 T cell subsets given in **Fig. 3A,D** and **5B,C**. Shown are representative FACS plots from PP in **A** and from pLN 12 days post immunization with KLH+Alum in **B**.

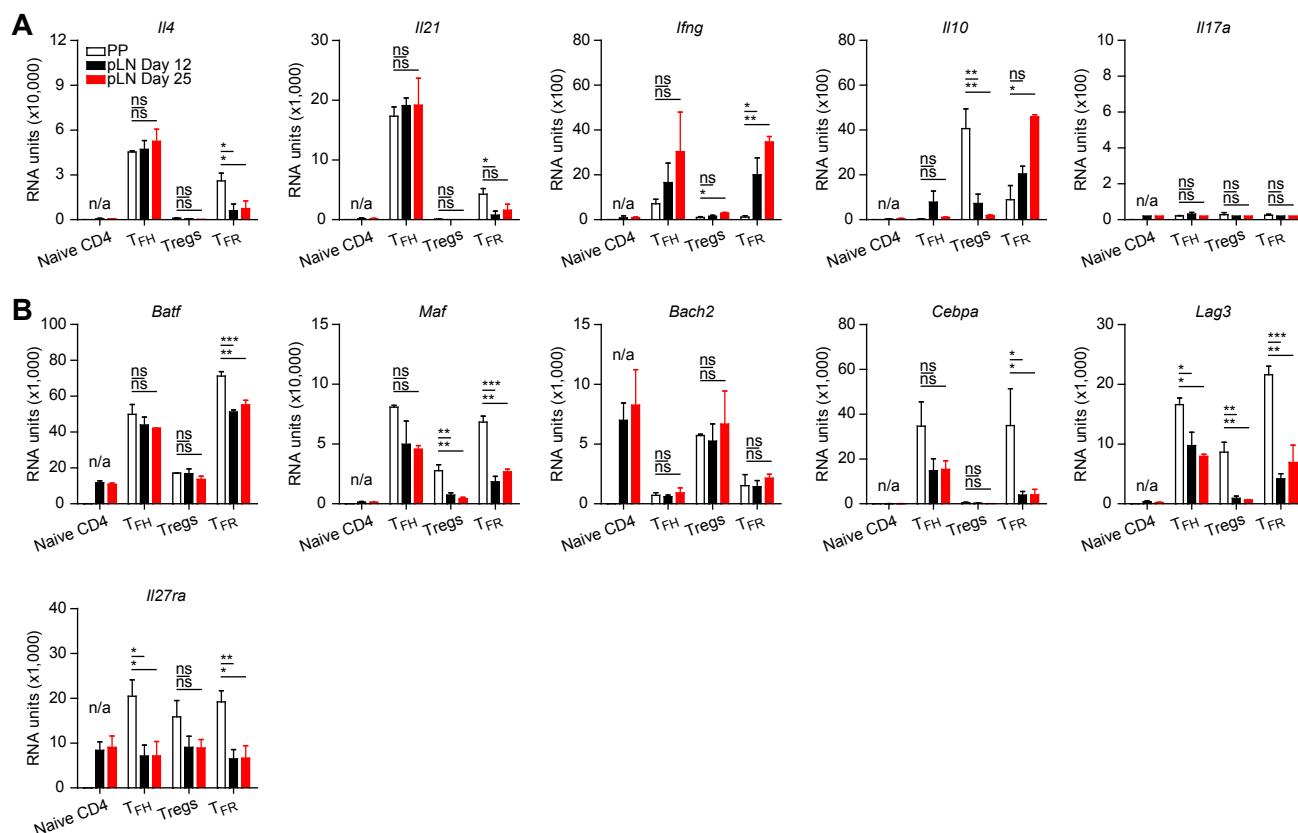

**Supplementary Figure 4**

**Expression of cytokines and cytokine relevant genes.**

Microarray data for mRNA expression levels of selected cytokines in **A**, and genes potentially involved in their regulation in **B**. Shown are means ( $\pm$ SD). Same data source as in **Fig. 1E**. One-way ANOVA followed by Tukey's post hoc analysis was performed in **B**. N/A: not applicable, ns: not significant ( $p > 0.05$ ), \* $p < 0.05$ , \*\* $p < 0.01$ , and \*\*\* $p < 0.001$ .

How the deposited data were processed for this re-analysis (not part of the article)

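Cells were sorted by the authors from pooled pLN of Foxp3-EGFP mice at d12 and d25 after s.c. immunization with KLH and alum. The data analysed here are 8 one-color Agilent arrays, 1 for each of naïve CD4 T, TFH, Treg, and TFR cells at each day. The labels state pools of 8 to 15 mice and 25 ng of RNA, and the paper's statistics section states 7 to 8 mice. Cells from PP were not analysed here.

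The authors scanned the slides and extracted the spots with the Agilent feature extraction software, which gives a background-corrected signal for the 157716 probe spots of an array (gPS) together with quality flags. The authors deposited these spot intensities and a table of normalized intensities, which they made by averaging the spots of a probe by the geometric mean, quantile normalization, scaling to a 75th percentile of 1500 and a floor of 20. The intensities of the table are rounded, and all 8 columns share 1 distribution. The same steps were run here from the extracted spots. A spot was excluded if it carried a flag of the software, lay outside 1.42 times the interquartile range of its 4 replicate spots, or had a pixel coefficient of variation above 0.5. After exclusion, 86.45% to 89.18% of the spots remained, and 2 to 20 probes per array had no spot left. The resulting log2 values were checked against the authors' table and correlated with a Pearson r of 0.9994 across probes on each array. The median offset was 0, but the brightest 1% of the probes were higher here by a median of 0.51 on the log2 scale, since the highest value was 842075 here and 585162 in the table.

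Before normalization, the 75th percentile of the probe signals was between 482.5 and 878.2 and the share of probes well above background between 46.31% and 50.39%. A probe counted as well above background when more than 50% of its retained spots carried that flag of the software. A gene was represented by its probe with the highest mean log2 value over the 8 arrays. Of 29924 gene names, 15764 were tested because their probe was well above background on both arrays of at least 1 cell type, and 13299 of these were well above background on all arrays. Gene names are those of the files. Of 29771 probes with a RefSeq transcript, 28328 (95.2%) were found in a reference table of the assembly GRCm38.p6, and the symbol differed for 1359. Since only 9.0% of 28243 probe positions fell inside the span of their gene in that assembly, the table was used for names alone and positions are those of the files in build NCBI37.

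Differences were estimated with limma 3.58.1 in R 4.3.3 by lmFit and eBayes, with cell type and day as additive terms. The model leaves 3 residual degrees of freedom, and the prior added 1.89. Its residual contains any change of a cell type difference between the days besides noise. The contrasts were TFH versus naïve CD4 T cells, TFR versus Treg cells, TFR versus TFH cells, Treg versus naïve CD4 T cells, the difference between the first 2 of these, the mean of both follicular against the mean of both progenitor cell types, and d25 versus d12. A gene was called at a Benjamini-Hochberg adjusted p below 0.05. Genes differing among the 4 cell types were taken from the moderated F test at p below 0.001 and q below 0.005, the thresholds of Figure 2A, and used for principal components by singular value decomposition of gene-centered values. Distances between arrays are root mean square log2 differences, tested one-sided and exactly over all ways to pair the 8 arrays. The paper names one-way ANOVA with Tukey's test, which needs replicates per cell type and day. A fold was not taken from the fit where a gene was not well above background on both arrays of a side. There, a lower bound was taken as the mean of the brighter cell type over its 2 arrays against the mean of the other, in which each array entered with its own level or the lowest signal well above background on that array, whichever was higher (means of log2 values). It bounds the fold between means, and the ratio of 2 single arrays can be smaller. For Rgs16, Popdc2 and Itgb4 in naïve CD4 T cells no level was replaced. Their values therefore equal the fitted folds and are not bounds.

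Genes chosen for the text were all 69 that the paper names for their mRNA in these cells, of which Il17a was not tested, and the 5 called genes with the largest rise and the largest fall in each of 4 contrasts, among those that changed in the same direction at both days (for the day contrast, in all 4 cell types) and were well above background on both sides. The result for 1 of the chosen genes is not reported here. Lists of marker genes for B cells, myeloid cells, CD8 T cells, proliferation, and male and female cells were written down before the data were examined, as were the contrasts, the rule for named genes and the alternatives. A list for antibody-secreting cells was added afterwards.

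The alternatives were scaling of the 75th percentile without quantile normalization, normexp background correction with an offset of 50, the authors' table of values, all spots without exclusion, no floor, no filter on dim genes, only genes well above background on all 8 arrays, the mean of all probes of a gene, no day term, a trended and robust variance prior, the slide as a fixed or random block, an added threshold of 1 on the absolute log2 difference, and leaving out each array in turn. With an array left out, the remaining array of that cell type is assumed to vary like the other cell types. Other splits of the arrays were counted for the comparison of follicular with progenitor cells (35 splits, of which 3 keep both arrays of each cell type together) and for the days (8 exchanges within cell types).

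The procedure was tested on simulated data in which 200 genes were changed. Far more genes were called in the real comparisons of cell types, which makes the adjustment of p less strict there. For the difference between both follicular changes, 1339 genes were called, of which 1028 differed by at least 1 on the log2 scale. The simulated shares therefore do not carry over to the real comparisons of cell types. With a change of 1 on the log2 scale, 33.5% of the changed genes were called for TFH versus naïve CD4 T cells, 35.5% for TFR versus Treg cells and 45.0% for TFR versus TFH cells, and with a change of 2 these shares were 80.0%, 81.5% and 82.0%. For the difference between both follicular changes, limma called none at 1 and 68.0% at 2. No call had the wrong direction. Unchanged genes made up more than 5% of the calls for TFR versus Treg (6.9%), Treg versus naïve CD4 T (7.6%), the difference (5.6%) and the days (7.9%) at a change of 2, and for TFR versus TFH (6.2%), follicular versus progenitor cells (8.2%) and the days (5.2%) at a change of 1. Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6 was used to read the files, and matplotlib 3.10.9 for the figures.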

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

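The tests on B cells in the TFH cells of d25, on antibody-secreting cells, on the slides of d25 and on Treg cells among the TFR cells, and the count of splits that keep cell types together, were chosen only after the result was seen.

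The change during follicular differentiation differed between Foxp3- and Foxp3+ cells for 1339 genes by the tested difference of the changes, and 140 of these were called in opposite directions in TFH versus naïve CD4 T and in TFR versus Treg cells. Osgin1, Sema7a and Rgs1 rose in TFH and fell in TFR cells, and Il18r1 fell in TFH and rose in TFR cells. Normalization argues little for this, since 1458 genes were called with scaling of the 75th percentile alone and 1293 with the authors' table. Each change was measured within a slide at both days. A remainder of Treg cells among the sorted TFR cells would leave a common share of every abundant Treg transcript. Of the genes with a called difference that were well above background on all 8 arrays, 205 had a smaller fall and 270 a smaller rise in TFR cells. The 205 genes would need a median of 52.2% of Treg RNA, but of 7393 genes above 2000 RU in Treg cells the 10 that fell most kept at most 8.9% of their Treg level, and 199 of the 205 genes would need more than this. The 270 genes would need a median of 81.9%, and all 270 more than 8.9%. A remainder of Treg cells therefore does not explain these changes as a set. In 134 of the 205 and in 149 of the 270 genes, the difference between TFR and TFH cells was larger than that between Treg and naïve CD4 T cells. A different starting level in Treg cells remains open for the others. The count depended on single arrays and was 296 without the Treg array of d12. With the slide as a block it was 691. Whether the 2 slides of d25 shift Foxp3+ against Foxp3- cells was tested by the changes of Treg versus naïve CD4 T cells and of TFR versus TFH cells from d12 to d25, which share no array and correlated across genes with r = 0.24. The changes of TFH versus naïve CD4 T and of TFR versus Treg cells, which lie within slides, correlated with r = 0.295, and r was -0.024 in simulated data without a change. Slide and a change of the cells over time therefore cannot be told apart for comparisons across the slides, because each slide of d25 carries cells of only 1 Foxp3 state. A biological difference between TFH and TFR cells remains open as an untested explanation. The unequal gating of TFH cells (GL7+) and TFR cells (GL7+/-) was not tested either.

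Xist was well above background on 4 arrays of d25 and at the floor of 20 RU on all arrays of d12, a signal in a gene that the paper does not discuss. At d25 it had 187 RU in naïve CD4 T, 336 RU in TFH, 282 RU in Treg and 383 RU in TFR cells, at least 2.75-fold, 8.62-fold, 4.91-fold and 7.32-fold higher. The male gene Ddx3y had 2.22, 2.53, 2.46 and 2.25 times its d25 level at d12, and its log2 difference between d25 and d12 of -1.24 (adjusted p = 0.0468) had the second smallest p of all genes. Eif2s3y changed in the same direction in all 4 cell types (-0.76, adjusted p = 0.0701). Kdm5d was not well above background on any array, and Uty only on the TFH array of d12 (92 RU). A different share of female mice in the pools of the 2 days may explain this, since both male genes and Xist moved in the predicted directions in 4 cell types. The methods name mice of both sexes. Contrasts of cell types within a day are not affected by such a share if the 4 cell types came from the same pool.

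Of the abundant B cell genes Cd74, Cd79a, Cd79b, Ms4a1, H2-Aa and H2-Ab1, all 6 were at least 2 times as high on the TFH array of d25 as on that of d12, a signal in genes that the paper does not discuss. The ratios were between 4.26 and 11.11, with a median of 7.48, and the median ratio was 0.78 in naïve CD4 T, 1.34 in Treg and 1.80 in TFR cells. The largest levels on the TFH array of d25 were those of H2-Ab1 (22023 RU, 2819 RU at d12), Cd74 (7800 and 1830 RU) and Cd79b (6845 and 1043 RU). The naïve CD4 T arrays, with 11486 and 8249 RU of H2-Ab1, also contained these transcripts. B cells among the TFH cells sorted at d25 may explain the rise, but it rests on a single array, and Cd22, already at 6017 RU at d12, did not rise (3954 RU). Cells of the B lineage in the follicular sorts do not explain the genes called between follicular and progenitor cells as a whole, because of the 8 tested genes of the B cell list only 1, Cd22, was higher in TFH than in naïve CD4 T and in TFR than in Treg cells at both days. For the count of genes between follicular and progenitor cells, only the real one of 35 splits of the arrays gave as many genes (5288 in a fit without further terms). Only 3 of these splits keep both arrays of each cell type together, and the others move differences between cell types into the error. Of the 3, the split by Foxp3 gave 116 and the other 0, which cannot exclude chance because 3 splits do not allow a share below 0.05.

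The immunoglobulin heavy constant gamma 1 gene had a log2 difference of -3.34 between d25 and d12, a signal in a gene that the paper does not discuss. It dropped from 16576 to 2044 RU in naïve CD4 T, from 12952 to 1177 RU in TFH, from 9609 to 740 RU in Treg and from 3640 to 399 RU in TFR cells. RNA of antibody-secreting cells at d12 is a candidate explanation, for which no table decides. Of 5 measured genes of such cells outside the antibody loci, 2 fell in all 4 cell types, Jchain (-1.76) and Mzb1 (-1.19), while Xbp1 (0.27), Prdm1 (0.15) and Txndc5 (0.04), which T cells also express, did not. Of the 16 other antibody genes, 6 fell in all 4 cell types, with a median over the 16 genes of -0.99, compared to 21.4% of all measured genes. Day is confounded with slide and with the time after immunization, and possibly with the sex of the pools, so that these cannot be told apart. For the 11 genes called between the days, 1 of 8 exchanges of the days within cell types, the real one, gave as many genes, which cannot exclude chance because 8 exchanges do not allow a share below 0.05.

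Igfbp4 (-6.57) and Fam43a (7.53) had the largest called fall and the largest called rise in TFH versus naïve CD4 T cells among genes that the paper does not discuss and that were well above background in both cell types. Under the alternatives, the difference stayed between -6.81 and -4.92 for Igfbp4 and between 6.06 and 7.69 for Fam43a, with the smallest sizes under normexp background correction, and both kept their calls. Igfbp4 dropped from 7173 and 5892 RU in naïve CD4 T cells to 63 and 74 RU in TFH cells at d12 and d25, and from 2742 and 2516 RU in Treg cells to 64 and 51 RU in TFR cells. Fam43a rose from 76 and 92 RU to 12789 and 18687 RU in Foxp3- cells. Each was seen within a slide at both days. No group had the 4 samples needed to look for a sample far from the others.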

How the results depend on the processing

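All alternatives were set before the data were examined, and none of the tests of them was chosen only after the result was seen.

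The mean distance between the d12 and d25 arrays of a cell type stayed between 0.336 and 0.510 with p below 0.05 in the exact test under each alternative for which it was computed. The first principal component moved to 70.65% without the filter on dim genes and to 70.67% with the slide as a block, and with single arrays left out it ranged from 65.91% to 72.01%. The number of genes differing among the 4 cell types was 358 without the filter and 1032 with the slide as a block, and 468 to 1556 with single arrays left out.

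With the added threshold of 1 on the absolute log2 difference, fewer genes were called by construction. The counts were 3267 for TFH versus naïve CD4 T, 2528 for TFR versus Treg, 1692 for TFR versus TFH, 936 for Treg versus naïve CD4 T, 2940 for follicular versus progenitor cells and 7 for d25 versus d12. Without the filter on dim genes, where 29924 genes share the adjustment, they were 3870 for TFR versus Treg, 1649 for TFR versus TFH, 702 for Treg versus naïve CD4 T and 418 for the difference between both follicular changes. Without a day term, they were 2213 for TFR versus TFH, 1000 for Treg versus naïve CD4 T and 807 for the difference. With the slide as a block, they were 1349, 523 and 691 for the same 3 contrasts. Without a day term, any difference between the days enters the error. With the slide as a block, fewer residual degrees of freedom remain. A shift common to both Foxp3+ cell types against both Foxp3- cell types then rests on the slide of d12 alone. How far this accounts for the lower counts was not tested.

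With single arrays left out, 4312 to 6547 genes were called for TFH versus naïve CD4 T, 2484 to 6678 for TFR versus Treg, 973 to 2886 for TFR versus TFH, 419 to 1743 for Treg versus naïve CD4 T and 296 to 1078 for the difference, and the remaining 2 residual degrees of freedom leave less precision. The fewest were called without an array of the cell types compared. For follicular versus progenitor cells, 6962 to 9136 genes were called.

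The 11 genes called between d25 and d12 were the least stable result. They became 28 with scaling of the 75th percentile alone, 858 with normexp, 797 among genes well above background on all arrays, 1250 with a trended and robust variance prior, 6 with all spots, 1 without a floor and 0 with the mean of all probes, where limma gave an unadjusted p below 0.05 for 4194 genes. With any single array left out limma called 0 genes, with 2690 to 3739 genes at an unadjusted p below 0.05. Under normexp 61.4% of the genes called between the days were higher at d25, compared to 27.3% in the analysis reported. The cause was not tested. The balance of higher and lower calls was not stable. For d25 versus d12 it turned from 3 higher and 8 lower to 527 and 331 with normexp, 496 and 301 among genes well above background on all arrays, 779 and 471 with the trended and robust prior, and 8 and 5 without the filter. For TFH versus naïve CD4 T cells it turned from 3297 and 4035 to 2237 and 2075 without the naïve CD4 T array of d12. For TFR versus Treg cells it turned from 2948 and 3301 to 1976 and 1894 without the filter, to 2266 and 1974 without a day term, and to 1553 and 1097, 1476 and 1012, 1596 and 1197, and 1393 and 1091 without the Treg array of d12, the TFR array of d12, the Treg array of d25 and the TFR array of d25. For the difference between both follicular changes it turned from 636 and 703 to 751 and 707 with scaling alone and to 174 and 156 without the TFR array of d12. For the other 3 contrasts it kept its direction, although the share of higher calls for Treg versus naïve CD4 T cells moved by 11.0 points with the slide as a block and by 12.9 without the Treg array of d25. These causes were not tested. Scaling of the 75th percentile alone moved the median log2 difference of all genes most for TFH versus naïve CD4 T cells, by -0.06.

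Of the single genes named, 1 estimate changed sign with a call, that of Dnah7b for the difference between both follicular changes, which was -0.45 (adjusted p = 0.69, not called) and became 1.38 (adjusted p = 0.0397) with normexp. Dnah7b was at the floor in naïve CD4 T cells. The cause was not tested. Of the 651 estimates of named genes, 4 lost and 13 gained a call with scaling of the 75th percentile alone, 4 lost and 1 gained it with the authors' table, and 111 lost and 3 gained it without the filter. Leaving out the TFR array of d12 removed 102 calls.

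Signal over background limits the results to 15764 of 29924 genes, and genes such as Il17a that were not above background on both arrays of any cell type were not tested.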

Differences from the paper's values

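The alternatives named here were set before the data were examined, and no test was chosen only after the result was seen. Of 260 bars of 52 genes read by eye from the figures, 17 differ from the levels found here by more than 1.5 times and more than the replicate error. The bars and the levels correlate with a Spearman rho of 0.981, and the median ratio of the level here to the paper's is 1.12. The paper's bars are means of 3 (d12) or 2 (d25) cell fractions with SD, whereas the levels here are single arrays.

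The paper's number of genes differing between the cell types is 8359, for pLN and PP cells together, and 3279 differed here in pLN cells alone. Under all alternatives the number here stayed different, between 358 and 4537. The first principal component holds about 42% of the variance in Figure 2A, read by eye, for the paper's pLN and PP cells, and 67.5% here, and the third about 10%, read by eye, and 5.70% here. Both stayed different under every alternative, between 65.9% and 72.0% for the first and between 3.80% and 6.40% for the third.

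In Figure 1E, read by eye, the paper's level of Cxcr5 at d12 is about 120000 RU in TFH cells and about 19000 RU in TFR cells, and here it was 182426 RU and 35322 RU. The former was no longer different with scaling of the 75th percentile alone or with the authors' table, the latter stayed different under all alternatives. S1pr1 in TFR cells at d12 is about 9000 RU in the paper's Figure 1E, read by eye, and 4777 RU here, different under all alternatives. Bcl6 is about 74000 RU in TFH cells at d25 and about 14000 RU in TFR cells at d12 in the paper's Figure 1E, read by eye, and was 112804 RU and 23711 RU here. The first of these was not different with scaling alone or with the authors' table and the second not with the authors' table, and both were different under the others. For Tbc1d4, the paper's Figure 1E, read by eye, has about 110000 RU in TFH cells at d25 and about 29000 RU in TFR cells at d12, and the values here were 178546 RU and 48298 RU. With the authors' table neither differed, with scaling alone the first did not, and under the others both did.

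Penk in TFR cells at d12 is about 66000 RU in the paper's Figure 7A, read by eye, and 103393 RU here, not different with the authors' table and different under the others. In Figure S2, read by eye, the paper's levels of S100a4 at d12 are about 10000 RU in naïve CD4 T, about 76000 RU in TFH and about 150000 RU in TFR cells, and they were 21822 RU, 124231 RU and 257954 RU here. With the mean of all probes none of these 3 differed, with the authors' table those of TFH and TFR cells did not, and under the others all did. Itgb1 at d12 is about 12000 RU in TFH and about 15000 RU in TFR cells in the paper's Figure S2, read by eye, and was 6546 RU and 9436 RU here. The first differed under all alternatives, the second under all except scaling alone.

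In Figure S4A, read by eye, the paper's level of Il4 in TFR cells is about 6000 RU at d12 and about 7500 RU at d25, and here it was 12567 RU and 12554 RU. The d12 value differed under all alternatives, and the d25 value did not differ with scaling alone or with the authors' table. In Figure S4B, read by eye, the paper has about 4000 RU of Cebpa in TFR cells and about 7200 RU of Il27ra in TFH cells at d12, and here they were 6017 RU and 4653 RU. The former did not differ with the authors' table, and the latter differed under all alternatives. For levels, the alternatives are scaling alone, the authors' table, all spots, no floor and the mean of all probes. Over all 260 bars, these gave 18, 11, 17, 17 and 98 differing bars.

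The paper lists S1pr1, Satb1, Ptpn13, Ccr7 and Tsc22d3 as regulated to a coherent degree in TFH and TFR cells of both compartments. In pLN cells, the changes in Foxp3- and Foxp3+ cells differed by a call for 3 of these 5 genes. The adjusted p was 0.0163 for Ptpn13, 0.0144 for Ccr7 and 0.00776 for Tsc22d3. Each of these calls was lost under some of the alternatives, as given above. For Ptpn13, Treg cells already exceeded naïve CD4 T cells (log2 difference 2.80, adjusted p = 0.0098). Its levels in TFR and TFH cells did not differ by a call (-0.77, adjusted p = 0.147). TFR cells exceeded TFH cells for Ccr7 (1.83, adjusted p = 0.00578) and Tsc22d3 (1.35, adjusted p = 0.00162). This Ccr7 call was lost without the TFR array of d12. The paper states for Sostdc1 and for Vdr an upregulation in TFH cells and in TFR cells of PP. In TFR cells of pLN, both were higher than in Treg cells as well, at least 37.9-fold and 5.28-fold. Sostdc1 was at 2133 and 1897 RU in TFR cells at d12 and d25, compared to 86739 and 81030 RU in TFH cells. For Vdr, these levels were 188 and 418 RU in TFR and 3815 and 2744 RU in TFH cells. A share of TFH cells among the sorted TFR cells was not tested as a source of these levels.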

Other observations

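None of the tests reported here was chosen only after the result was seen, apart from the choice of the genes of antibody-secreting cells given above and of the genes said below to be outside the rule.

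The paper describes the following genes for cells of PP, and their levels in pLN are given here. For Il4 and Il21, it states a substantial expression in TFR cells of PP only. By intracellular staining, it found Foxp3+ cells of the periphery virtually negative for IL4. The mRNA of both genes was higher in TFR than in Treg cells of pLN here. These values are mRNA and not protein, and levels in PP TFR cells were not compared. Asb2 reached 10521 and 13039 RU in TFH cells at d12 and d25, at least 186-fold the level of naïve CD4 T cells, and rose from 131 and 112 RU in Treg to 2222 and 2071 RU in TFR cells (log2 difference 4.15 ± 0.45, adjusted p = 0.00358). Il4 rose from 843 and 451 RU in naïve CD4 T to 68122 and 74904 RU in TFH cells (6.86 ± 0.41, adjusted p = 0.000452), and from 547 and 210 RU in Treg to 12567 and 12554 RU in TFR cells (5.21 ± 0.41, adjusted p = 0.00172). Il21 was at 23722 and 26344 RU in TFH and at 1556 and 2386 RU in TFR cells, the latter at least 36.3-fold the level of Treg cells.

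Batf changed by 2.12 ± 0.11 in TFH and by 2.11 ± 0.11 in TFR cells, with adjusted p = 0.98 for the difference between both changes. Maf changed by 5.14 ± 0.25 and 2.08 ± 0.25, and this difference of -3.06 (adjusted p = 0.0138) was lost under 6 of 19 alternatives, with an adjusted p up to 0.0896. Cebpa reached 21151 and 20922 RU in TFH cells, at least 358-fold the level of naïve CD4 T cells, and 6017 and 6242 RU in TFR cells. Lag3 rose by 5.12 ± 0.48 in TFH and by 3.55 ± 0.48 in TFR cells (adjusted p = 0.00146 and 0.00605), and Il27ra fell slightly in both (-0.58, adjusted p = 0.00523, and -0.67, adjusted p = 0.0048).

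The mRNA of Il10 was at 409 and 71 RU in TFH cells at d12 and d25 and at 2162 and 5002 RU in TFR cells. The log2 difference between TFR and Treg cells was 3.54 ± 1.04 (adjusted p = 0.0498), a call lost under 10 of the 18 alternatives that apply to it. Il17a was above background in no cell type on both arrays. Smox rose by 3.74 ± 0.13 in TFH and by 1.34 ± 0.13 in TFR cells (adjusted p = 0.000164 and 0.00271).

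Among the genes that fulfilled the rule for named genes, Foxp3, Lrrc32, Dnah7b (6.43), Il2ra and She (5.76) had the largest rises in TFR over TFH cells, and Padi4 (-5.42), Sostdc1, Pde3b, Pipox (-4.65) and Abcc3 (-4.62) the largest falls. Between d25 and d12, Rsrp1 (1.50), Mex3b (0.99) and Marveld2 (0.94) were called higher, and besides the antibody genes and Ddx3y, Chat (-1.88), Acin1 (-0.88), Hist1h1a (-0.99) and 2 probes without a gene name were called lower, Acin1, Hist1h1a and 1 of these probes outside the rule and chosen after their values were seen. Immunoglobulin kappa variable 4-58 fell by 2.15.

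Of the 12 genes of the proliferation list, 11 were tested. All 11 were called higher in TFH than in naïve CD4 T and in TFR than in Treg cells, 10 were called higher in TFR than in TFH and 9 in Treg than in naïve CD4 T cells, and all had this direction also with scaling of the 75th percentile alone, with normexp and with the authors' table. None was higher at d25 than at d12 in the fitted difference, and none of these differences was called. Of 11 B cell genes, 8 were tested, and 2 were higher in TFH than in naïve CD4 T cells (1 with scaling alone, 5 with normexp), while 7 were higher at d25. Of 6 myeloid genes, 5 were higher in follicular than in progenitor cells and 2 of these were called, and 1 was called lower. Both CD8 T cell genes were called lower in follicular cells. T cells also express genes of the proliferation list, and the progenitor cells show a part of the B cell list. Of the 4 male genes, 2 were tested, and the female gene Xist was not, because it was above background at d25 alone.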
